# Altered Transcription Factor Binding and Gene Bivalency in Islets of Intrauterine Growth Retarded Rats

**DOI:** 10.3390/cells9061435

**Published:** 2020-06-09

**Authors:** Yu-Chin Lien, Paul Zhiping Wang, Xueqing Maggie Lu, Rebecca A. Simmons

**Keywords:** islets, histone modifications, ChIP-Seq, intrauterine growth restriction, epigenetics, transcription factor binding motif, bivalent gene

## Abstract

Intrauterine growth retardation (IUGR), which induces epigenetic modifications and permanent changes in gene expression, has been associated with the development of type 2 diabetes. Using a rat model of IUGR, we performed ChIP-Seq to identify and map genome-wide histone modifications and gene dysregulation in islets from 2- and 10-week rats. IUGR induced significant changes in the enrichment of H3K4me3, H3K27me3, and H3K27Ac marks in both 2-wk and 10-wk islets, which were correlated with expression changes of multiple genes critical for islet function in IUGR islets. ChIP-Seq analysis showed that IUGR-induced histone mark changes were enriched at critical transcription factor binding motifs, such as C/EBPs, Ets1, Bcl6, Thrb, Ebf1, Sox9, and Mitf. These transcription factors were also identified as top upstream regulators in our previously published transcriptome study. In addition, our ChIP-seq data revealed more than 1000 potential bivalent genes as identified by enrichment of both H3K4me3 and H3K27me3. The poised state of many potential bivalent genes was altered by IUGR, particularly *Acod1, Fgf21, Serpina11, Cdh16, Lrrc27,* and *Lrrc66,* key islet genes. Collectively, our findings suggest alterations of histone modification in key transcription factors and genes that may contribute to long-term gene dysregulation and an abnormal islet phenotype in IUGR rats.

## 1. Introduction

Poor fetal growth with low birth weight due to intrauterine growth restriction (IUGR) is strongly associated with increased risk of adulthood type 2 diabetes (T2D) in human and animal studies [1,2,3,4]. To elucidate the mechanisms by which IUGR results in the development of diabetes, we have developed a rat model of uteroplacental insufficiency induced by bilateral uterine artery ligation, which reduces the blood supply and critical substrates to the fetus [3,5]. This adverse intrauterine milieu impairs the development of pancreatic islets in the fetus and causes permanent *β*-cell dysfunction [3,5]. Immune cell infiltration in the pancreas and decreased islet capillary density are observed prior to birth in IUGR rats [6]. In the newborn period, the IUGR pups exhibit impaired insulin secretion and reduced islet vascularity. By 10 weeks of age, *β*-cell mass is reduced and IUGR rats have developed mild-fasting hyperglycemia and exhibit diminished glucose- and leucine-stimulated insulin secretion [3,6,7,8]. To investigate the global transcriptome changes and elucidate the mechanisms that may mediate *β*-cell dysfunction in IUGR rats, we performed a RNA-Seq study in islets isolated from 2-week and 10-week rats [9]. Thousands of genes in pathways regulating islet function were altered in IUGR rats, including pathways modulating nutrient metabolism and transport, insulin secretion, mitochondrial function and oxidative stress, extracellular matrix, angiogenesis, innervation, immune function, and inflammation. Changes in these pathways strongly correlated with their relevant phenotypic changes.

Epigenetic modifications of the genome are heritable changes affecting gene expression and allow the stable propagation of gene activity states from one generation of cells to the next [10,11,12]. Epigenetic states can be modified by environmental factors, which may contribute to the development of abnormal phenotypes and diseases. Epigenetic mechanisms have been implicated to play a critical role in many metabolic disorders, such as diabetes, obesity, and cardiovascular diseases [13,14,15,16,17]. Using our IUGR model, we demonstrated that the expression of *Pdx1*, a pancreatic and duodenal homeobox 1 transcription factor critical for β-function and development, is epigenetically silenced in IUGR rats [18]. A short treatment course of exendin-4, a long-acting glucagon-like peptide-1 (GLP-1) analogue, in the newborn period reverses epigenetic modifications at the proximal promoter of *Pdx1* and prevents the development of diabetes in IUGR rats [7,19]. These studies strongly implicate epigenetic mechanisms leading to the development of *β*-cell dysfunction in IUGR animals.

There are at least three distinct categories of epigenetic modifications: histone modifications, DNA methylation, and non-coding RNAs [20,21,22]. We have previously demonstrated that IUGR alters DNA methylation at ~1400 loci in adult rat islets, and many of these changes are associated with nearby gene expression changes and long term susceptibility to T2D [23]. However, whether histone modifications also play a role in IUGR-induced gene dysregulation in islets is still unclear. The amino termini of histones can be modified by acetylation, methylation, phosphorylation, ubiquitylation, sumoylation, glycosylation, and ADP ribosylation [10,21]. The most common histone modifications are acetylation and methylation of lysine (K) residues of histone 3 (H3) and histone 4 (H4). Increased acetylation is associated with transcription activation, such as acetylation of H3K27, whereas decreased acetylation usually induces transcription repression. In contrast, methylation of histones can be associated with both transcription repression and activation. Trimethylation of H3K4 is implicated in the activation of transcription, whereas trimethylation of H3K27 results in transcriptional silencing.

In the current study, we present the first genome-wide assessment of histone modifications in both 2-week and 10-week rat islets and assess IUGR-induced changes of H3K4 trimethylation (H3K4me3), H3K27 trimethylation (H3K27me3), and H3K27 acetylation (H3K27Ac). We have demonstrated that alterations of histone modifications in key transcription factor binding motifs and genes are associated with changes in expression of key genes, suggesting that these epigenetic modifications contribute to long-term gene dysregulation and an abnormal islet phenotype in IUGR rats.

## 2. Materials and Methods

### 2.1. Animal Model

The animals and procedures used in this study were approved by the Animal Care Committee of the Children’s Hospital of Philadelphia and the Perelman School of Medicine at the University of Pennsylvania. Our IUGR animal model has been previously described [3]. Briefly, bilateral uterine artery ligation was performed in pregnant Sprague Dawley rats (Charles River, Raleigh, NC, USA) at E18.5. Sham surgery was performed in controls. Pups were weighed on the day of delivery to confirm intrauterine growth restriction, and litters were randomly culled to 8 to equilibrate postnatal nutrient availability. Dams and offspring were given ad libitum access to water and standard rodent chow.

### 2.2. Islet Isolation

Pancreata were excised at 2 and 10 weeks of age, and followed by islet isolation. Following the previous phenotypic studies using pooled samples from both sexes at 2 weeks of age [6,9], 4 pancreata per litter from both sexes were pooled for each 2-week sample. 2 pancreata per litter from male rats were pooled for each 10-week sample since the diabetic phenotype in adulthood is male sex-specific [6]. Pancreatic islets were isolated as previously described [6]. Briefly, pancreata were digested with Collagenase P (Millipore Sigma, St. Louis, MO, USA) in HBSS supplemented with 4 mM NaCO_3_ and 1% BSA for 15 min at 37 °C. Digested tissues were then washed in cold supplemented HBSS solution without collagenase. Islets were isolated by histopaque gradient centrifugation.

### 2.3. Chromatin Preparation and Chromatin Immunoprecipitation (ChIP)

Chromatin was extracted from freshly isolated islets and ChIP with antibodies for H3K4me3 (07-473, Millipore Sigma, St. Louis, MO, USA), H3K27me3 (07-449, Millipore Sigma, St. Louis, MO, USA), and H3K27Ac (ab4729, Abcam, Cambridge, MA, USA) and prepared as previously described [24]. Briefly, islets were cross-linked with 2.22% formaldehyde in PBS for 10 min at room temperature followed by incubation with 0.14 M glycine to stop cross-linking. Samples were sonicated using a BioRuptor (Diagenode, Denville, NJ, USA) to shear the chromatin with a high setting of cycling 30 s on −30 s off for 5 min. The number of cycles to achieve appropriate shearing was monitored using a 2100 BioAnalyzer with a high sensitivity DNA kit (Agilent, Santa Clara, CA, USA). 4–5 µg of chromatin was used for ChIP with antibodies for histone modifications. DNA from un-crosslinked chromatin was purified using Qiagen PCR purification kit (Qiagen, Germantown, MD, USA).

### 2.4. ChIP-Seq and Data Analysis

Multiplexed ChIP-Seq libraries were created using the Illumina ChIP-seq DNA sample prep kit (Illumina, San Diego, CA, USA) following the manufacturer’s instructions and a previously published protocol [24]. Three biological replicates for each group were used to prepare libraries. Libraries for H3K4me3, H3K27me3, H3K27Ac, and input were sequenced to 50 bp on an Illumina hiSeq2000. FASTQC was used to check the raw sequencing data quality, and adapters were trimmed from the sequence reads by Trimmomatic [25]. The reads were mapped to rat genome assembly rn6 using STAR [26] with default settings, then followed by filtering with samtools [27] to remove unmapped reads, reads mapped to multiple locations, and mitochondria reads. Histone enriched sites were called by MACS2 [28] using a false discovery rate (FDR, q-value) cut-off of 0.05, and histone marker differential enrichment analysis was performed with diffReps [29]. All sequencing tracks were made by HOMER [30]. Functional analysis was performed using QIAGEN’s Ingenuity^®^ pathway analysis (IPA^®^). Enrichment analysis of transcription factor binding motifs was carried out using HOMER. Bivalent domains were identified by the enrichment of both H3K4me3 and H3K27me3 marks in which enrichment peaks have at least 5 bp overlap [31]. Genome browser tracks were generated by first merging all replicates from the same condition, then normalized by sequence depth and input value. The Log2 ratio of sample to inputs is reported and visualized on Integrative Genomics Viewer (IGV) genome browser (http://software.broadinstitute.org/software/igv/). Sequence data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE147992.

## 3. Results

### 3.1. ChIP-Seq Analysis

We performed ChIP-Seq analysis for H3K4me3, H3K27me3, and H3K27Ac histone modifications on pancreatic islets isolated from 2 and 10 weeks old control and IUGR Sprague Dawley rats. 

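Islets were compared in 61 libraries, 34 from ChIP and 27 from input chromatin. The sample labels list 3 control and 3 IUGR libraries for H3K27Ac at both ages and for H3K4me3 and H3K27me3 at 10 weeks. At 2 weeks, they list 2 control libraries against 3 IUGR libraries for H3K4me3, and 3 control libraries against 2 IUGR libraries for H3K27me3. The 2-wk samples pooled islets of both sexes and the 10-wk samples islets of males only, so age and sex change together between them. The authors trimmed the reads, mapped them to rn6 with STAR, removed unmapped, multi-mapped and mitochondrial reads, and called differential enrichment between IUGR and control islets with diffReps. The paper's text does not name the diffReps window, test, cut-off or depth normalization. The values used here are the authors' deposited table of these comparisons. For each of 17411 genes, each of the 3 marks and both ages, it gives the nearest differential region on either side of the transcription start site (TSS), its distance to the TSS, and its log2 fold change, IUGR over control, to 2 decimals. A distance of 0 means that the region covers the TSS. At the genes named here, such a region is the only one listed for its gene, mark and age. Further regions near such a TSS then do not enter through that gene. The table holds no values per library, no read counts and no p-values, so the depth behind each value is unknown and no replicate error can be given for any of them. A gene was counted for a mark when a listed region lay within 5 kb of its TSS, and its log2 fold change was the mean over those regions, of which the table gives at most 2. A gene with a positive mean was taken as higher in IUGR islets and one with a negative mean as lower. Tests on these directions run across genes, which are not independent replicates, and their intervals cover counting error over genes or regions only.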

All ChIP-Seq data aligned well with the reference genome (rn6 assembly). The alignment rates ranged from 70.8% to 87.5%. Principal component analysis (PCA plot, Figure 1) showed a clear separation for each histone mark, indicating the unique result for different modifications. We annotated these loci enriched with histone marks by proximity to RefSeq and known genes. On average, about 82% of H3K27me3 enriched loci and 78% of H3K27Ac enriched loci were >5 kb from the nearest gene (Supplemental Table S1). This is consistent with previous findings showing that both H3K27me3 and H3K27Ac were located in distal and proximal regions from transcription start sites (TSS), and also mark enhancer and regulatory regions [32,33,34]. Surprisingly, 75% of H3K4me3 enriched loci were located >5 kb from the nearest gene (Supplemental Table S1), indicating a large number of potentially active novel transcriptional start sites in islets. The genomic locations of these histone mark enriched loci are shown in Figure 2. Interestingly, less than 10% of modifications were located in promoters and transcriptional start sites (TSS). The majority of the marks were located in intergenic or intronic regions. This was especially true for H3K27me3, and approximately 70% of enriched loci were located in intergenic regions. These may also represent many potential novel TSS, TSS for non-coding RNAs, and regulatory regions.

Integrating ChIP-Seq results with our previously published RNA-Seq data [9], we found no direct association between levels of normalized gene expression and genomic location of histone marks (Supplemental Figure S1). However, as expected, enrichment of H3K27me3 marks were associated with lower levels of gene expression regardless of their genomic location. To assess the distribution and enrichment of each histone mark in control vs. IUGR islets, we created transcription start site plots (TSS plots, Figure 3). 

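For H3K4me3, 70.8% of the 2-wk genes with a differential region within 5 kb of the TSS were higher in IUGR islets (exact 95% binomial interval, 68.8% to 72.7%), with a median log2 fold change of 2.36. The 10-wk share was 45.4% (44.4% to 46.3%) and the median -0.14. For H3K27Ac, 41.6% of the 2-wk genes were higher in IUGR islets (40.1% to 43.0%), with a median of -0.18, and 19.1% of the 10-wk genes (17.9% to 20.3%), with a median of -0.77. A minimum change of 1 on the log2 scale moved 3 of these shares most, to 99.7% and 84.9% for H3K4me3 at 2 and 10 weeks and to 89.2% for H3K27Ac at 2 weeks. Counting the nearest regions whatever their distance moved the 10-wk H3K27Ac share most, to 52.2%. Among regions that cover a TSS, 64.4% of 306 H3K4me3 regions were higher in 2-wk IUGR islets (58.7% to 69.7%), against 22.4% of 4806 in 10-wk IUGR islets (21.2% to 23.6%). For H3K27Ac, 52.6% of 1795 regions over a TSS were higher in IUGR islets at 2 weeks (50.3% to 54.9%) and 16.0% of 614 at 10 weeks (13.2% to 19.1%). Up to 1 kb from the TSS but not over it, the H3K4me3 shares were 49.5% of 687 regions at 2 weeks (45.7% to 53.3%) and 56.9% of 2821 at 10 weeks (55.0% to 58.7%), and the H3K27Ac shares were 20.4% (18.4% to 22.4%) and 7.08% (6.03% to 8.26%). All these are shares of genes or regions called different, not the mean enrichment that the TSS plots show. The 2-wk H3K4me3 values rest on 2 control libraries, and 79.0% of the differential regions changed by 2 or more on the log2 scale. Few reads in these control libraries are a candidate explanation of such large changes, which could not be tested.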

The TSS plots showed higher enrichment of H3K4me3 and H3K27Ac in control compared to IUGR islets at both 2-wk and 10-wk, which was consistent with the RNA-Seq data showing far more genes that were down-regulated in IUGR islets [9]. 

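At 10 weeks, 87.3% of the 1142 differential H3K27me3 regions over a TSS were higher in IUGR islets (exact 95% binomial interval, 85.2% to 89.2%), with a median log2 fold change of 1.25. The share was 61.3% of 776 regions up to 1 kb from the nearest TSS and 41.6% of 1748 regions at 1 to 5 kb. It was 37.1% at 5 to 20 kb, 35.4% at 20 to 100 kb, and 29.9% of 1625 regions over 100 kb away (27.7% to 32.2%), where the median log2 fold change was negative. Each region was counted once, at its smallest distance to any listed TSS.

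**Figure D1:**
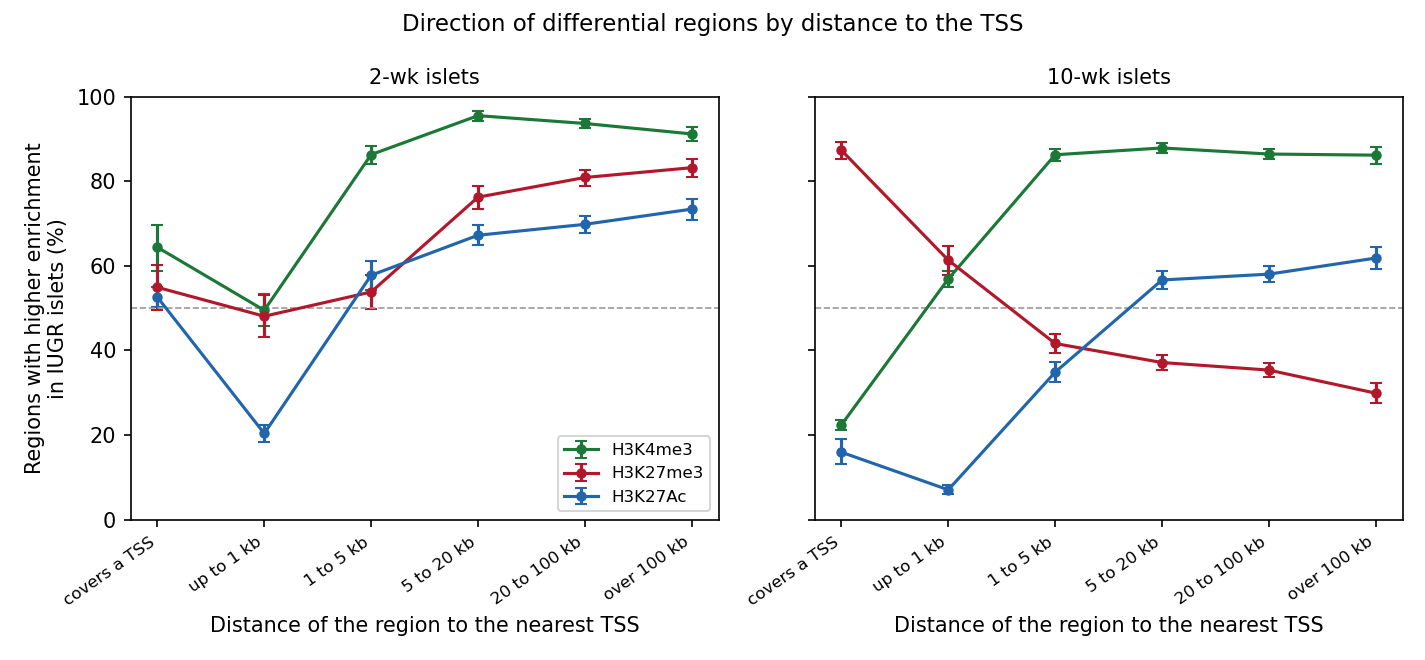
Percent of differential regions with higher enrichment in IUGR islets (vertical axis) by distance of the region to the nearest TSS (horizontal axis, 6 classes), for H3K4me3, H3K27me3 and H3K27Ac in 2-wk and 10-wk islets; bars are exact 95% binomial intervals over regions. At 10 weeks the H3K27me3 line falls from 87.3% over a TSS to 29.9% beyond 100 kb, while the H3K4me3 and H3K27Ac lines lie higher far from the TSS than over it.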

Enrichment of H3K27me3 was higher in 10 wk IUGR islets near promoters/transcription start sites, but higher in control islets beyond these regions, indicating potential regulatory regions.

### 3.2. IUGR-Induced Histone Modification Changes in Islets Correlated with Transcription Activities and Phenotypes

To avoid the complexity of gene overlapping, we focused on the alterations of histone marks within 5 kb of transcriptional start sites. 

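Counted over the authors' deposited table, an H3K4me3 region lay within 5 kb of the TSS for 2198 genes at 2 weeks and 9988 at 10 weeks, which are 12.6% and 57.4% of the genes listed. The counts for H3K27me3 were 1482 and 3489 genes (8.51% and 20.0%), and those for H3K27Ac 4572 and 4355 genes (26.3% and 25.0%). At least one mark changed near 6660 genes at 2 weeks (38.3%) and near 12317 at 10 weeks (70.7%). Without a limit on distance almost every gene has a region, 17402 in place of 1482 for H3K27me3 at 2 weeks, while a minimum change of 1 on the log2 scale left 251 genes for H3K27Ac at 2 weeks. Among genes with an official symbol and a defined mean (for H3K4me3 at 2 weeks, 16 genes have an undefined one), the means of the log2 fold changes in the authors' deposited table were most positive for H3K4me3 at Anapc2 and Ssna1 at 2 weeks (5.75 at both, from a shared region) and at Smim3 and Htr6 at 10 weeks (3.79 and 3.39). They were most negative at Pde3b and Map9 (-1.34 and -1.14) and at Mab21l2 and Pcdhga1 (-3.43 and -3.07). For H3K27me3, the table's means were most positive at Selenoh and Calu at 2 weeks (2.16 and 2.05) and at Gulp1 and Fahd1 at 10 weeks (4.22 and 3.71), and most negative at Dgkg and Hmgcll1 (-1.34 at both) and at Crtc1 and Gstk1 (-2.97 and -2.92), all from the authors' deposited table. For H3K27Ac, the authors' deposited table gave the most positive means at Clrn3 and Btnl8 at 2 weeks (3.43 and 2.62) and at Idi2 and Dspp at 10 weeks (1.83 and 1.78), and the most negative at Rnf34 and Ubr2 (-1.22 and -1.20) and at Kmt2e and Kif5b (-2.14 and -2.08).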

Thousands of genes showed histone mark changes in both 2-wk and 10-wk IUGR islets (Supplemental Table S2). 

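The genes that the paper lists in Supplemental Tables S3–S5 were looked up by symbol among the differential regions within 5 kb of the TSS. For each gene, the direction of the mark, from the mean over at most the 2 nearest regions, was set against the direction of expression that the paper lists, the opposite one for H3K27me3. For H3K4me3, 40 of 41 listed genes were found at 2 weeks, and all 40 went in the listed direction. At 10 weeks, 622 of 638 were found, of which 512 (82.3%) went in the listed direction and 109 against it. The paper's own average went against it in 13 genes and was equal to the mean here in 374. Most of the 109 thus come from the mean over at most 2 regions. For H3K27me3, the direction was as listed in all 61 genes found at 2 weeks and in 345 of 349 found at 10 weeks (98.9%). In the 10-wk list the paper's own average went against the listed direction in 23 genes. For H3K27Ac, it was as listed in 142 of 146 genes found at 2 weeks (97.3%) and in 372 of 373 found at 10 weeks (99.7%). The last of these lists was read for 385 of its 401 genes. The paper selected these genes for a matching direction in the same ChIP libraries, so these shares are no independent evidence of a relation to expression, and the RNA-Seq data were not used here.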

Integrating our ChIP-Seq and RNA-Seq datasets, we found histone mark changes at many genes in IUGR islets that correlated with their RNA expression (Table 1, Supplemental Tables S3–S5), suggesting these genes were regulated by histone modifications. Interestingly, we found 6 genes potentially regulated by all 3 histone modifications in 10-wk islets, in which enrichment of 3 histone marks correlated with expected changes in gene expression in IUGR islets (Table 2, Supplemental Figure S2). These included 3 up-regulated genes, *Trpm5, Tfam, and Mcf2l,* and 3 down-regulated genes, *Slc28a2, Tnf*, and *Mpz*. 

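At 10 weeks, 437 genes had differential regions of all 3 marks within 5 kb of the TSS and a direction in each. H3K4me3 and H3K27Ac moved one way and H3K27me3 the other in 126 of them (28.8%), with both activating marks higher in IUGR islets in 84 and lower in 42. In 10000 shuffles of each mark's directions over these genes, the mean was 110 genes, 95% of shuffles gave between 93 and 127, and the share that reached the observed number gives a one-sided permutation p of 0.0347 (0.0694 with Benjamini-Hochberg adjustment over both ages). At 2 weeks, 147 genes had all 3 marks changed and 28 had this pattern, against a mean of 26.2 in the shuffles (permutation p = 0.379, adjusted p = 0.379). The distance to the TSS moved the counts most: within 1 kb, 22 of 79 genes had the pattern at 10 weeks (permutation p = 0.265), and without a limit on distance 4445 of 17282 did (permutation p = 0.00180). The shuffles move each mark on its own, so they also break the agreement of H3K4me3 with H3K27Ac. That agreement alone raises the number, so these p-values are no evidence that H3K27me3 moved against the activating marks. At 10 weeks, H3K27me3 went the same way as both activating marks in 161 genes, against 126 with the pattern. From the genes at which the mark changes and the expression change go together, the paper proposes that these genes were regulated by histone modifications.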

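At 10 weeks, H3K27me3 moved against both H3K4me3 and H3K27Ac at Trpm5, Tfam, Mcf2l, Slc28a2 and Tnf, the 5 genes examined here. Their means over the regions within 5 kb lay between -1.51 and 1.30 for H3K4me3, between -1.07 and 1.77 for H3K27me3, and between -0.95 and 1.19 for H3K27Ac. Each gene's mean was also ranked among all genes with a region of that mark within 5 kb, as a percentile from the most negative to the most positive mean. At 2 weeks, no differential region of any mark lay within 5 kb of the TSS of Trpm5.

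**Figure D2:**
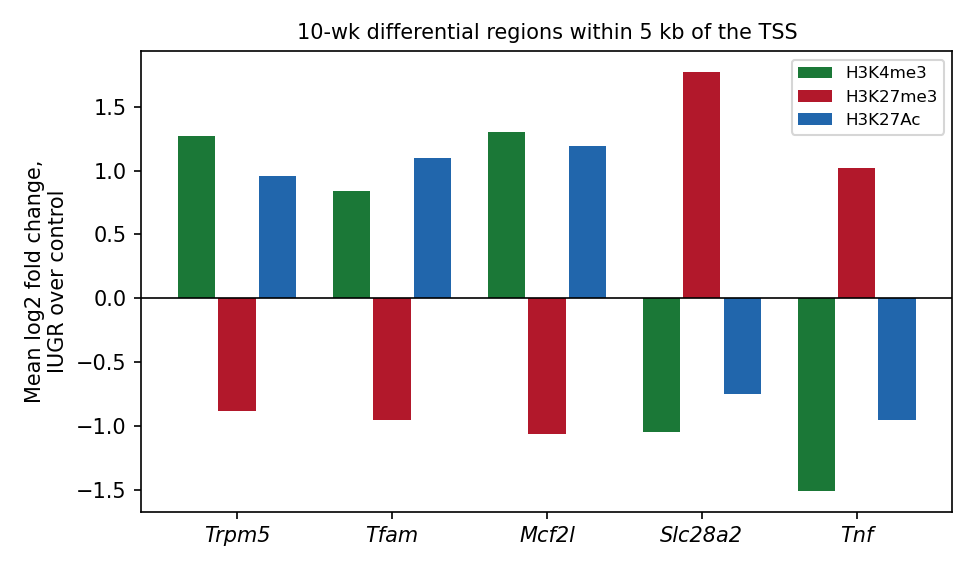
Mean log2 fold change, IUGR over control (vertical axis), of the differential regions within 5 kb of the TSS at 10 weeks, for 5 genes of Table 2 (horizontal axis) and the 3 marks (bars, no replicate error is known). At each gene the H3K27me3 bar points the other way from the H3K4me3 and H3K27Ac bars.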

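Trpm5 lies on chromosome 1 of rn6, with its TSS at 216274930 as the listed distances place it. For 10-wk islets, the authors' deposited table lists an H3K4me3 region from 216271101 to 216272900 with a log2 fold change of 1.27, an H3K27Ac region from 216272801 to 216273800 with 0.96, and an H3K27me3 region that starts at 216275901, 972 bp from the TSS, with -0.88. These stand at percentiles 87.4, 90.8 and 23.3 of the genes with a region of the same mark within 5 kb. The nearest 2-wk differential regions were 29.2 kb (H3K4me3), 11.2 kb (H3K27Ac) and 25.2 kb (H3K27me3) away.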

Transient receptor potential cation channel, subfamily M, member 5 (*Trpm5*) is a calcium-activated non-selective cation channel. It is expressed in β-cells and regulates glucose-stimulated insulin secretion [35,36]. Mitochondrial transcription factor A (*Tfam*) is a key regulator for mitochondrial genome replication and gene transcription [37]. It is a target gene of Pdx1 and plays a critical role in maintaining normal mitochondrial DNA (mtDNA) copy number, ATP production, and glucose-stimulated insulin secretion (GSIS) [38,39]. This is a particularly relevant finding, as the mitochondrial function is markedly impaired in IUGR islets and mtDNA levels are decreased [40]. 

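The TSS of Tfam is at 18594057 on chromosome 20. At 10 weeks its 2 listed H3K4me3 regions go opposite ways: in the authors' deposited table, the region that starts 245 bp from the TSS has a log2 fold change of -0.32, and the one from 18590301 to 18591600 has 2.00. Their mean is 0.84, at percentile 75.4. On the same side as the second, the authors' deposited table lists an H3K27me3 region from 18590501 to 18592400 (-0.95) and an H3K27Ac region from 18591201 to 18592300 (1.10), at percentiles 19.0 and 95.6. Its one 2-wk H3K4me3 region within 5 kb, 745 bp from the TSS, has -0.58 in the authors' deposited table, at percentile 6.14.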

MCF.2 cell line derived transforming sequence like (*Mcf2l*) encodes a guanine nucleotide exchange factor DBS that can interact specifically with the GTP-bound Rac1 and plays a role in the Rho/Rac signaling pathways [41]. These small G-proteins regulate cytoskeletal remodeling, vesicular transport, and GSIS, and play critical roles in normal β-cell function [41,42,43]. 

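Mcf2l has its TSS at 81945127 on chromosome 16. In the authors' deposited table, its 10-wk H3K4me3 regions lie 627 bp and 775 bp from the TSS on either side, with log2 fold changes of 1.03 and 1.57, a mean of 1.30 (percentile 88.3). Its 10-wk H3K27me3 regions, from 81945201 to 81946300 and from 81941701 to 81942700, have -0.97 and -1.16 in the authors' deposited table, with the mean at percentile 13.2. The authors' deposited table lists its H3K27Ac region farther out, 3727 bp away, with 1.19 (percentile 97.1). In 2-wk islets, the authors' deposited table lists an H3K27me3 region over the TSS with 0.81, higher in IUGR islets, at percentile 48.4.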

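At Slc28a2, with its TSS at 114355003 on chromosome 3, the directions of the activating marks differ between the ages. At 10 weeks the authors' deposited table lists an H3K4me3 region over the TSS with a log2 fold change of -1.05, an H3K27Ac region from 114354501 to 114355800 with -0.75, and an H3K27me3 region 99 bp from the TSS with 1.77. These stand at percentiles 3.11, 52.8 and 90.5. At 2 weeks the H3K4me3 and H3K27Ac regions over the TSS have 1.79 and 0.71 in the authors' deposited table, higher in IUGR islets, at percentiles 37.7 and 84.8.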

Solute carrier family 28 member 2 (*Slc28a2*) encodes a purine-specific concentrative nucleoside transporter, CNT2 [44], and is important for controlling extracellular adenosine levels [45]. Adenosine signaling plays a critical role in the regulation of glucose homeostasis, insulin sensitivity, and the pathogenesis of type 1 and type 2 diabetes [45,46]. Tumor necrosis factor (*Tnf*) is an important cytokine regulating immune function and inflammation. 

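The listed regions and distances place Tnf at 2 positions on chromosome 20, 4855829 and 5192000. In the authors' deposited table, the 10-wk H3K4me3 region 2029 bp from the first position has a log2 fold change of -1.40 and the one 2802 bp from the second has -1.62, so the mean of -1.51 (percentile 1.42) joins both positions. Near the second position, the authors' deposited table lists a 10-wk H3K27me3 region over the TSS with 1.02 and an H3K27Ac region from 5193701 to 5194900 with -0.95, at percentiles 51.4 and 22.5. An H3K27Ac region with the same start has -0.88 at 2 weeks in the authors' deposited table, at percentile 1.79.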

Myelin protein zero (*Mpz*) is a major structural protein of the peripheral myelin sheath and is necessary for normal neuronal function [47]. Pancreatic islets are innervated with sympathetic, parasympathetic, and sensory nervous systems, and they play important roles in regulating islet hormone secretion and glucose metabolism [48,49]. The gene expression and histone modifications changes of these 6 genes correlate well with phenotypes that we have observed in IUGR islets [3,7].

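H3K27Ac changed within 5 kb of the TSS at both ages near 1862 genes, which are 40.7% of the genes changed at 2 weeks. Of the 1861 with a direction at each age, 1049 were lower in IUGR islets at both ages, 122 were higher at both, 557 were higher at 2 weeks and lower at 10 weeks, and 133 the reverse. The direction was thus the same in 62.9%, against 59.8% expected from the share higher at each age (odds ratio 1.73, two-sided Fisher's exact test across genes, p = 6.36e-05, adjusted p = 9.54e-05 with Benjamini-Hochberg adjustment over the 3 marks). Spearman's rho across these genes was 0.116. Genes are not independent replicates. With regions within 1 kb of the TSS only, the setting that moved it most, the odds ratio was 5.21 over 1002 genes.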

We also identified multiple differentially expressed genes with decreased H3K27Ac modifications in 2-wk IUGR islets, and the changes persisted until 10 weeks of age. These genes included *Dram1, Foxa3, Gpt2, Ppard, Pycr1, Sel1l, Tst*, and *Ulk1* (Table 3). 

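The authors' deposited table lists 2-wk H3K27Ac regions with log2 fold changes of -0.59 at Gpt2, -0.58 at Pycr1, -0.50 at Foxa3, -0.41 at Ulk1, -0.38 at Sel1l, -0.12 at Dram1, -0.06 at Ppard and 0.03 at Tst. The 10-wk values in the authors' deposited table are -0.66 at Gpt2, -0.82 at Pycr1, -0.47 at Foxa3, -0.66 at Ulk1, -0.95 at Sel1l, -0.69 at Dram1, -0.74 at Ppard and -0.51 at Tst. Among all genes with an H3K27Ac region within 5 kb, the 2-wk values stand at percentiles between 14.4 (Gpt2) and 59.0 (Tst), and the 10-wk values between 22.5 (Sel1l) and 79.3 (Foxa3). Each of these genes has a single listed region within 5 kb at each age. The farthest are those of Ulk1, at 1454 bp and 1954 bp from the TSS.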

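Of the 20 genes of Table 3, 19 had a negative mean H3K27Ac change at 2 weeks and 20 at 10 weeks. Among all genes with an H3K27Ac region within 5 kb, 58.4% were lower in IUGR islets at 2 weeks and 80.9% at 10 weeks. The median over the 20 genes was -0.49 at 2 weeks, in a range from -1.01 to 0.03, and -0.66 at 10 weeks, in a range from -0.95 to -0.47. The paper lists the genes of Table 3 for differential expression and for H3K27Ac changes in these same ChIP libraries. The expression values were not analysed here.

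**Figure D3:**
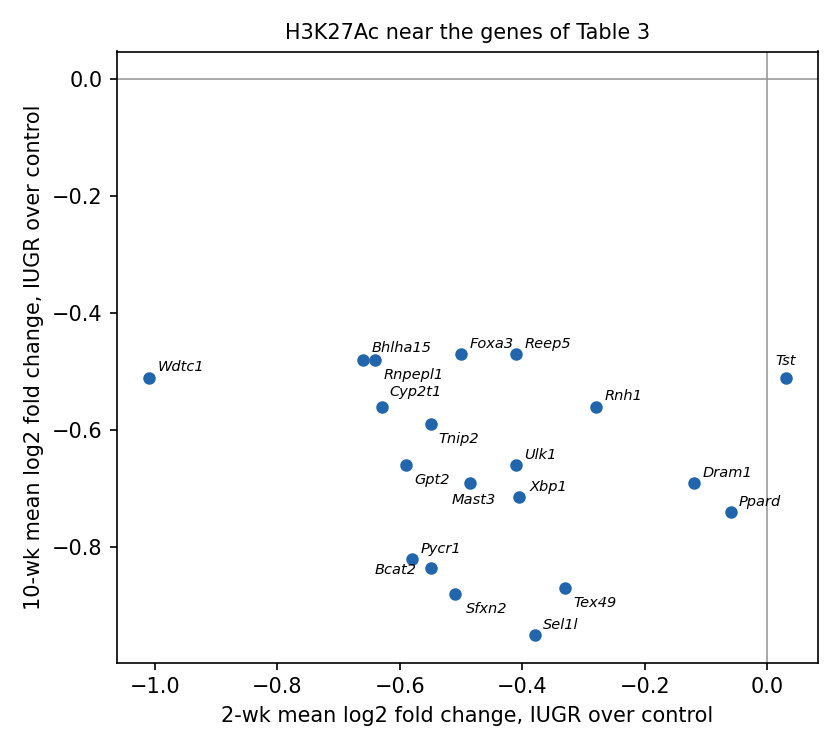
Mean log2 fold change of H3K27Ac, IUGR over control, within 5 kb of the TSS at 2 weeks (horizontal axis) and 10 weeks (vertical axis) for the 20 genes of Table 3 (1 point per gene, no replicate error is known). All points lie below 0 on the vertical axis, and Tst lies at 0.03 on the horizontal axis.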

The decreased expression of these genes was consistent with decreased H3K27Ac enrichment. DNA-damage regulated autophagy modulator 1 (*Dram1*) and unc-51 like autophagy activating kinase 1 (*Ulk1*) are two genes regulating autophagy. Autophagy is important for normal islet function [50]. Both *Dram1* and *Ulk1* regulate autophagy via modulating mTOR signaling [51,52]. Glutamic-pyruvic transaminase 2 (*Gpt2*), Pyrroline-5-carboxylate reductase 1 (*Pycr1*), and thiosulfate sulfurtransferase (*Tst*) are three enzymes important for mitochondrial function. *Gpt2* catalyzes the reversible transamination between alanine and 2-oxoglutarate to generate pyruvate and glutamate, and is pivotal to metabolic adaptation [53]. *Pycr1* catalyzes the conversion of pyrroline-5-carboxylate to proline, and is important for amino acid metabolism, oxidative stress regulation, and mitochondrial integrity [54]. *Tst* is essential for the import of 5S ribosomal RNA to mitochondria [55]. It is also a beneficial regulator of insulin sensitivity and mitochondrial function [56]. *Sel1l*, a component of the endoplasmic reticulum-associated degradation (ERAD) pathway, regulates glucose-stimulated insulin secretion and insulin trafficking via modulating integrin and extracellular matrix [57]. Forkhead box protein A3 (*Foxa3*, a.k.a. hepatocyte nuclear factor 3-γ) regulates the expression of glucose transporter 2 (*Glut2)*, plays a role in the maintenance of glucose homeostasis, and also modulates innate immunity [58,59]. Peroxisome proliferator-activated receptor delta (*Ppard*) is critical in regulating insulin sensitivity, glucose metabolism, and fatty acid β-oxidation [60].

To identify molecular pathways potentially regulated by histone modifications that were disrupted in 10-wk IUGR islets, Ingenuity Pathway Analysis (IPA) was used to map histone mark alterations at identified gene loci into functional networks. IPA analysis of genes predicted to be regulated by histone modifications revealed enrichment for pathways critical for islet function (Table 4), such as type 2 diabetes signaling, tight junction signaling, Wnt/*β*-catenin signaling, and mitochondrial function. There was also enrichment for pathways that regulate T-cell, B-cell, and macrophage function, and pathways modulating innervation and neuronal function, including axonal guidance signaling and c-AMP signaling. The pathways regulating angiogenesis and vascular remodeling were also altered in 10-wk IUGR islets, including PDGF signaling and phospholipase C signaling. Of note, these findings overlapped with key pathways identified by our RNA-Seq data and were also highly correlated with IUGR phenotypes [9].

### 3.3. IUGR Altered Histone Modifications at Critical Transcription Factor Binding Motifs

#### 3.3.1. Two-Week-Old Animals

To further investigate whether changes in histone modification in IUGR islets were located near transcription factor binding sites that may facilitate or block transcription factor binding and result in gene dysregulation in IUGR, we performed HOMER binding motif analysis for all 3 histone marks. The top binding motifs for each histone modification are listed in Supplemental Tables S6–S8. The top binding motifs associated with H3K4me3 enrichment in 2-wk control islets included many transcription factors important for β-cell development and function, such as homeobox protein Nkx6.1, Pdx1, Forkhead box protein M1 (Foxm1), and Foxa3, and transcription factors regulating cell pluripotency, such as homeobox protein Nanog and octamer-binding transcription factor-4 (Oct4) (Supplemental Table S6) [61,62]. However, in 2-wk IUGR islets, the top binding motifs for H3K4me3 were transcription factors belonging to interferon regulatory factor (IRF) family and PR domain zinc finger protein 1 (Prdm1), a transcription factor regulating interferon-β expression and B-cell maturation [63,64], suggesting up-regulation of genes modulating immune responses in 2-wk IUGR islets. This is consistent with our previous data showing marked inflammation in IUGR islets [6].

Additional binding motifs that were enriched with H3K4me3 in IUGR islets include FoxL2, ETS like 1 (Elk1), ETS proto-oncogene 1 (Ets1), ETS variant 1 (Etv1), neurofibromin 1 (Nf1), and hepatocyte nuclear factor 1homeobox B (Hnf1b) (Figure 4a), which was consistent with upregulation of their target genes which we previously demonstrated [9]. Elk1, Ets1, Etv1, and Fli1 are transcription factors belonging to E26 transformation-specific (ETS) family [65]. They regulate many processes during development, such as cell proliferation, differentiation, migration, apoptosis, and mesenchymal-epithelial interactions [66]. The ETS family also plays a critical role during pancreatic development [67]. Increased ETS1 expression is associated with β-cell dysfunction induced by glucotoxicity in type 2 diabetes [68]. NF1 is a negative regulator of the Ras pathway and controls cellular growth and neural development [69]. HNF1b is crucial in modulating pancreatic multipotent progenitor cells and generation of endocrine precursors and is associated with maturity-onset of Diabetes of the Young-5 (MODY5) [70]. Tight control of its expression is important to maintain insulin secretion and β-cell viability [71].

The top binding motifs associated with H3K27Ac enrichment for both 2-wk control and IUGR islets included androgen receptor (AR), Foxo1, thyroid hormone receptor-β (Thrb), ETS-related gene (Erg), and ETS variant 2 (Etv2) (Supplemental Table S7). Friend leukemia integration 1 transcription factor (Fli1) and paired-like homeodomain 1 (Pitx1) were among the top binding motifs in 2-wk IUGR islets.

Finally, the top three binding motifs associated with H3K27me3 in 2-wk IUGR islets were insulin gene enhancer protein ISL-1, Nkx6.1, and zinc finger protein ZBTB7A (Supplemental Table S8). Other top binding motifs with altered H3K27me3 enrichment in 2-wk IUGR islets were Nkx2.5, Nkx2.1, B-cell lymphoma 6 protein (Bcl6), paired box 7 (Pax7), Sox4, and CCAAT enhancer-binding proteins (C/EBPs) (Figure 4b). While Nkx2.5, Nkx2.1, and Bcl6 binding motifs were enriched with H3K27me3 in IUGR islets, Pax7, Sox4, and C/EBP binding motifs lost their H3K27me3 marks. Bcl6 plays a role in lipid metabolism [72]. It also modulates cell inflammatory responses [73]. C/EBPs play important roles in normal β-cell function, while C/EBP-δ is anti-apoptotic and anti-inflammatory in β-cells [74], overexpression of C/EBP-β is associated with endoplasmic reticulum (ER) stress and β-cell failure [75]. C/EBP-β also inhibits the expression of the insulin gene in β-cells [76]. Changes in enrichment at these key transcription factors is associated with changes in expression of their target genes, indicating a key regulatory role of histone modifications in regulating gene expression in islets.

#### 3.3.2. Ten-Week-Old Animals

At 10 weeks of age, the top binding motifs enriched with H3K4me3 in both control and IUGR islets were IRFs, Foxa1, LIM/homeobox protein 3 (Lhx3), and Nkx6.1 (Supplemental Table S6). Other binding motifs with altered H3K4me3 enrichment in 10-wk IUGR islets included Fli1, Ets1, caudal type homeobox 2 (Cdx2), Sox10, and Sox3 (Figure 5a). Cdx2, Sox10, and Sox3 binding motifs in 10-wk IUGR islets were enriched with H3K4me3 modifications. In contrast, Fli1 and Ets1 binding motifs lost their H3K4me3 marks in IUGR islets.

Neurogenic differentiation 1 (NeuroD1), neurogenin-2 (NeuroG2), Foxa1, Foxo1, protein atonal homolog 1 (Atoh1), and oligodendrocyte transcription factor 2 (Olig2) were among the top binding motifs associated with H3K27Ac (Supplemental Table S7), and there were no clear differences between 10-wk control and IUGR islets at these loci.

In 10-wk IUGR islets, several transcription factors in the SRY-related HMG-box (Sox) family were among the top binding motifs enriched with H3K27me3, including Sox3, 6, 10, and 17 (Supplemental Table S8), which play important roles in regulating cell fate, neuronal development, angiogenesis, and Wnt signaling [77,78,79]. We observed decreased expression of their target genes in IUGR rats that may be responsible for the decreased innervation and vascularity, which we have observed in previous studies [6,8]. The top binding motifs with altered H3K27me3 marks in 10-wk IUGR islets were Myb proto-oncogene (Myb), Thrb, early B-cell factor 1 (Ebf1), Sox9, microphthalmia-associated transcription factor (Mitf), Oct4-Sox2-TCD-Nanog, and pituitary-specific transcription factor 1 (Pit1, also known as Pou1f1) (Figure 5b). Ebf1, Sox9, Mitf, Oct4-Sox2-TCD-Nanog, and Pit1 binding motifs in 10-wk IUGR islets were enriched with H3K27me3 modifications, however, Myb and Thrb binding motifs lost their H3K27me3 marks in IUGR islets. Thrb mediates the biological activities of the thyroid hormone, which plays a critical role in energy metabolism, as well as islet cell development, differentiation, maturation, and function [80]. Ebf1 is a key transcription factor for B-cell differentiation and function [81]. It also controls neuronal differentiation and migration during neurogenesis [82]. Mitf can modulate β-cell function by controlling insulin secretion and paired box 6 (Pax6) transcription [83].

Interestingly, Lhx1, 2, and 3 were among the top binding motifs associated with H3K27me3 in both control and IUGR islets at both ages. Lhx1, 2, and 3 are LIM-HD transcription factors related to Isl1, and are critical for regulating organogenesis and development of neuronal and hematopoietic systems [84], which are also important for normal islet function. Lhx1 has been shown to act as a novel regulator of islet function, which interacting with Isl1 and LIM domain-binding protein 1 (Ldb1) and maintaining glucose homeostasis via regulating the expression of glucagon-like peptide 1 receptor (*Glp1R*) [85]. Indeed, Lhx1 was predicted as an inhibited upstream regulator in both 2-wk and 10-wk IUGR islets in our transcriptome datasets [9]. In addition to H3K27me3, Lhx1 binding motifs were also associated with H3K4me3 enrichment (Supplemental Table S6). Thus, the fine balance between repression and activation marks at these loci may regulate the expression of Lhx1 target genes and contribute to the phenotype in IUGR islets.

#### 3.3.3. Persistent Changes from Two- to Ten-Week-Old Animals

We identified several binding motifs with altered H3K4me3 marks in 2-wk IUGR islets, which persisted until 10 weeks of age, including ELF3, ELF5, ERG, ETS1, ETV1, ETV2, EWS:ERG, GABPA, and SMAD4 (Table 5). All of these binding motifs exhibited increased H3K4me3 modifications in IUGR islets. E74 like ETS transcription factor 3 (ELF3) and E74 like ETS transcription factor 5 (ELF5) are two transcription factors belonging to the ETS family. They also play a critical role during pancreatic development similar to other ETS family transcription factors, particularly in regulating epithelium-specific gene expression [67]. GA binding protein transcription factor subunit alpha (GABPA) is also an ETS family transcription factor. GABP regulates the expression of cytochrome oxidase and mitochondrial import protein TIMM23, and is required for mitochondrial biogenesis and normal function [86,87]. SMAD family member 4 (SMAD4) is a transcription factor mediating transforming growth factor- β (TGF-β) signaling, which is critical for pancreas development and function [88,89].

MEIS1, PR, and Olig2 were the binding motifs with altered H3K27me3 enrichment in both 2-wk and 10-wk IUGR islets (Table 5). All of them exhibited decreased H3K27me3 modifications in IUGR islets. Meis homeobox 1 (MEIS1) is essential for embryonic development of hematopoietic and vascular system [90]. It also regulates the expression of paired box 6 (Pax6), which plays an important role for islet development and hormone production [91]. Progesterone receptor (PR) mediates progesterone signaling, which regulates glucose, lipid, and protein metabolism [92]. The blockage of PR signaling may enhance β-cell viability and increase β-cell proliferation and insulin secretion [93,94]. Olig2 is critical for the differentiation of oligodendrocytes, which are important for myelination of axons [95,96]. Olig2 also plays a role in neural repair [97].

Consistent with the HOMER binding motif analysis, many transcription factors discussed above were also identified as critical upstream regulators modulating gene expression changes observed in IUGR islets in our transcriptome datasets (Table 6).

### 3.4. Poised States of Potential Bivalent Genes Were Altered in IUGR Islets

Bivalent genes, identified by enrichment of both H3K4me3 and H3K27me3 marks in promoter regions, play critical roles in regulating pluripotency of embryonic stem cells, maintaining gene imprinting, and fine-tuning gene expression during development [98,99,100,101]. However, bivalent chromatin also is associated with diseases such as cancers and Huntington’s disease [102,103]. In β-cells, loss of H3K27me3 marks at poised/bivalent domains may contribute to β-cell de-differentiation, dysfunction, and diabetes [104]. Our ChIP-seq data revealed more than 1000 potential bivalent genes. Lack of expression or very low expression of these genes is consistent with a poised state of transcription. The poised state of many of these potential bivalent genes was altered in 2- and 10-wk IUGR islets (Supplemental Table S9). Some genes lost their bivalency in IUGR islets, and some gained their bivalency (Supplemental Table S9). Gastrin releasing peptide receptor (*Grpr*) and proprotein convertase subtilisin/kexin type 9 (*Pcsk9*) were the only two genes that gained bivalency in 2-wk IUGR islets. 

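The differential regions near genes named for bivalency concern the size of each mark's change between IUGR and control islets. They do not give which regions were enriched within each group, from which the paper called bivalency, and those calls were not analysed here. At 2 weeks, no differential H3K4me3 or H3K27me3 region lay within 5 kb of the TSS of Grpr (32746259 on chromosome X). At 10 weeks, the authors' deposited table lists an H3K4me3 region 443 bp from the TSS of Grpr with a log2 fold change of -1.48, lower in IUGR islets than at all but 1.49% of the genes with such a region.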

Grpr gained the bivalency in 2-wk IUGR islets and maintained a poised state at 10-wks. Grpr is important for normal islet function and mediates the effect of gastrin-releasing peptide (Grp), an islet neuropeptide, and neutrally stimulated insulin and glucagon secretion [105]. Mice with deficient Grpr have impaired glucose tolerance and reduced glucagon-like peptide 1 (GLP-1) and early insulin responses to gastric glucose [106]. Pcsk9 is an escort protein and facilitates other proteins (mainly low density lipoprotein receptor, LDLR) to endosomes/lysosomes for degradation [107,108]. Deficiency of Pcsk9 results in decreased insulin secretion and increased glucose intolerance [109]. 

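Myo1a has its TSS at 71004417 on chromosome 7. No differential H3K4me3 or H3K27me3 region lay within 5 kb of it at either age. The nearest H3K27me3 regions in the authors' deposited table lie 9185 bp away at 2 weeks, lower in IUGR islets, and 13885 bp away at 10 weeks, with a log2 fold change of 1.16.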

Myosin 1a (*Myo1a*) lost its bivalency in 2-wk IUGR islets, and this change was sustained until 10-wks of age. It is an unconventional myosin and functions as actin-based molecular motors in immune cells [110].

Several genes known to be critical in pathways modulating islet function gained de novo bivalency in 10-wk IUGR islets, such as *Ang2, Grm7,* and *Nr0b2.* Angiogenin, ribonuclease A family, member 2 (Ang2) is a potent mediator for new blood vessel formation [111]. 

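In 10-wk islets, the authors' deposited table lists an H3K4me3 region over the TSS of Grm7 (142452616 on chromosome 4) with a log2 fold change of 0.90 and an H3K27me3 region 1686 bp from it with 0.80. These stand at percentiles 77.2 and 42.8 of the genes with a region of the same mark within 5 kb. No differential region of either mark lay within 5 kb of the TSS of Ang2 or Nr0b2 at 10 weeks. At 2 weeks, the authors' deposited table lists an H3K4me3 region over the TSS of Nr0b2 (151776004 on chromosome 5) with 1.53, at percentile 35.6.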

Metabotropic glutamate receptor 7 (Grm7) is activated by the excitatory neurotransmitter glutamate, which inhibits the c-AMP cascade and regulates NMDA receptor activity [112]. Glutamate signaling plays a critical role in modulating pancreatic hormone secretion and islet cell function and viability [113]. Small heterodimer partner (Nr0b2) interacts with nuclear receptors, such as estrogen, retinoid, and thyroid hormone receptors inhibit their transcriptional activities and regulate genes involved in multiple metabolic pathways [114]. Overexpression of Nr0b2 can normalize impaired GSIS and enhance glucose sensitivity in uncoupling protein 2 (UCP2)-overexpressed β-cells [115].

Interestingly, we identified six potential bivalent genes critical for islet maturation and long-term IUGR phenotype (Table 7,Supplemental Figure S3). 

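Within 5 kb of the TSS, none of Acod1, Fgf21 and Serpina11 had a differential H3K27me3 region at either age. At 10 weeks, the authors' deposited table lists H3K4me3 regions with log2 fold changes of 1.12 at Acod1, 1434 bp from its TSS, and 1.64 at Serpina11, 399 bp from its TSS, both higher in IUGR islets. These stand at percentiles 83.3 and 94.5. The nearest 10-wk H3K27me3 regions in the authors' deposited table lie 10568 bp from the TSS of Acod1, 10599 bp from that of Serpina11 and 74980 bp from that of Fgf21, with -1.37, -1.36 and 1.38. For Fgf21, the authors' deposited table lists an H3K4me3 region 2780 bp from the TSS with 2.36 at 2 weeks (percentile 49.4), and at 10 weeks the nearest H3K4me3 region, 12880 bp away, with -0.46.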

Three genes, *Acod1, Fgf21*, and *Serpina11*, which were poised in 2-wk control islets, lost their poised state in 10-wk control islets but gained bivalency in 10-wk IUGR islets which was associated with a marked loss of expression of all three genes. In contrast, *Cdh16, Lrrc27*, and *Lrrc66*, which were not poised in control 2-wk islets, gained de novo bivalency in 10-wk control islets, but lost their poised state in 10-wk IUGR islets and expression was increased. 

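No differential H3K27me3 region lay within 5 kb of the TSS of Cdh16, Lrrc27 or Lrrc66 at either age. The authors' deposited table lists 10-wk H3K4me3 regions with log2 fold changes of 0.67 at Cdh16, 4229 bp from the TSS, and 0.57 at Lrrc27, 151 bp from it, both higher in IUGR islets (percentiles 70.7 and 67.9). The nearest 10-wk H3K27me3 region of Lrrc27 in the authors' deposited table lies 9045 bp from the TSS, with -0.55. Those of Cdh16 and Lrrc66 lie 18.3 kb and 17.5 kb away, with -0.81 and 1.90 in the authors' deposited table. For Lrrc66, the nearest 10-wk H3K4me3 region in the authors' deposited table lies 15577 bp from the TSS, with 1.20.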

Aconitate decarboxylase 1 (Acod1) is an enzyme that catalyzes the decarboxylation of *cis*-aconitate to produce itaconate, and is involved in the inhibition of inflammatory responses [116]. It acts as a negative regulator of the Toll-like receptor (TLR) mediated inflammatory innate response and plays a role in antimicrobial response of innate immune cells. Acod1 and itaconate are also associated with mitochondria and regulate succinate dehydrogenase activity and TCA cycle in macrophages [117,118]. Fibroblast growth factor 21 (Fgf21) is a secreted endocrine factor that functions as a major metabolic regulator [119]. It stimulates glucose uptake in adipocytes via the induction of glucose transporter GLUT1 expression [120]. Fgf21 protects against inflammation and islet hyperplasia induced by a high-fat diet [121]. It also protects against type 2 diabetes in mice by increasing insulin expression and secretion [122]. Loss of *Fgf21* induces insulin resistance and islet dysfunction in mice [123]. Serpin family A member 11 (*Serpina11*) is an uncharacterized antitrypsin-like serine proteinase inhibitor [124]. Cadherin 16 (*Cdh16*) is an atypical cadherin. It functions as the principal mediator for homotypic cell-cell adhesion and plays a role in morphogenesis during tissue development [125]. Leucine-rich repeat-containing 27 (Lrrc27) and leucine-rich repeat-containing 66 (Lrrc66) are proteins belonging to the leucine-rich repeat family of proteins, which play important roles in the development of innate immunity and nervous system [126,127]. They are involved in diverse biological processes, including cell adhesion, cellular trafficking, and hormone-receptor interactions.

## 4. Discussion

Many studies have demonstrated that intrauterine growth restriction is associated with epigenetic changes in different tissues of the offspring [18,128,129,130,131,132,133,134,135,136], and several implicate epigenetic mechanisms in pancreatic β-cell failure and development of T2D [13,15,17,135,137,138,139,140]. In our IUGR model, we have previously demonstrated in adult rats that IUGR induces genome-wide changes in DNA methylation at key loci in islets [23]. However, whether histone modifications are also associated with the persistent gene expression changes observed in IUGR islets had not been fully elucidated yet. To that end, here we present the first ChIP-seq study to assess genome-wide alterations of H3K4me3, H3K27me3, and H3K27Ac marks at both 2-wk and 10-wk IUGR islets since gene expression patterns differ temporally at these two different ages [9]. Consistent with our previous transcriptomic analysis, the changes in histone mark enrichment in IUGR islets mapped to pathways that are important for islet function.

Histone modifications are an important epigenetic mechanism regulating gene expression. Different modifications, as well as which amino acid residue is modified, have different influences on gene transcriptional activity. In the present study, approximately 80% of H3K27me3 and H3K27Ac marks were enriched in the loci >5 kb from the nearest genes. 

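Each listed differential region was counted once. For H3K4me3, 14.6% of 6789 regions at 2 weeks and 43.5% of 17548 at 10 weeks lay within 1 kb of a TSS. The shares for H3K27me3 were 15.4% of 5086 regions and 16.1% of 11877, and for H3K27Ac 36.4% of 9335 and 25.7% of 10689. The authors' table keeps only the regions next to a gene's TSS on either side. Other regions do not enter it, far from a TSS or near one, so the shares among all differential loci are not known here. Counting each pair of a gene and a region once gave lower shares: 3.05% and 27.7% for H3K4me3, 2.41% and 5.88% for H3K27me3, and 11.4% and 8.71% for H3K27Ac at 2 and 10 weeks.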

Less than 10% of differentially enriched loci were located in promoters and TSS. This is consistent with previous findings showing that both H3K27me3 and H3K27Ac also mark enhancer/regulatory regions [32,33,34]. While H3K27Ac marks active enhancers, H3K27me3 marks poised enhancers. Much to our surprise, although there were more genes down-regulated rather than up-regulated in IUGR islets, enrichment of H3K27me3 was higher in 2-wk control islets compared with IUGR islets. 

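Of the genes with a differential H3K27me3 region within 5 kb of the TSS, 56.3% were higher in 2-wk IUGR islets (835 genes higher and 647 lower; exact 95% binomial interval, 53.8% to 58.9%). Over a TSS, 54.9% of 366 regions were higher in IUGR islets (49.7% to 60.1%), and up to 1 kb from it 48.1% of 418 (43.2% to 53.0%), so neither share was separable from an even split. The shares beyond were 53.8% at 1 to 5 kb, 76.2% at 5 to 20 kb, 80.9% at 20 to 100 kb and 83.2% over 100 kb. These are shares of regions called different, not the mean enrichment over all genes that the TSS plots of Figure 3 show.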

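At 10 weeks, 61.8% of the genes with a differential H3K27me3 region within 5 kb of the TSS were higher in IUGR islets (exact 95% binomial interval, 60.1% to 63.4%), and 76.8% of those with one within 1 kb. Of the 5301 regions more than 20 kb from any listed TSS, 33.7% were higher in IUGR islets. The odds of a higher value in IUGR islets were 13.5 times as large for regions over a TSS as for these (two-sided Fisher's exact test across regions, p = 1.06e-255, adjusted p = 3.17e-255 over the 6 comparisons of a mark and an age). Neighbouring regions are not independent replicates.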

Beyond promoter/transcription start sites, enrichment of H3K27me3 was also higher in 10-wk control islets. H3K27me3 is generally associated with the repression of transcription, however, Young et al. have identified three enrichment profiles of H3K27me3 with distinct regulatory consequences: a broad domain of H3K27me3 enrichment corresponding to inhibitory of transcription, a peak enrichment around TSS associated with bivalent genes, and a peak enrichment in promoters associated with active transcription [141]. This may partially explain our observation that the enrichment of H3K27me3 was higher in control islets.

Our ChIP-seq analysis of the IUGR islets identified marked changes at pertinent genes and signaling pathways that could underlie β-cell and islet abnormalities associated with uteroplacental insufficiency. Histone modifications at genes that regulate tight junction, Wnt/β-catenin signaling, mitochondrial function, immune responses, neuronal function/innervation, and angiogenesis were significantly altered in 10-wk IUGR islets, which was consistent with observed IUGR phenotypes and reinforced our findings in our previous transcriptome studies [3,6,7,9,40]. Intact islet cell architecture and β-cell to β-cell interaction by intercellular junctions are important for glucose-stimulated insulin secretion [142,143]. Tight junctions may help to segregate the membrane portions enriched with hormone receptors and glucose transporters from those enriched with insulin-containing secretory granules [144,145]. Wnt/β-catenin signaling is important for pancreatic development and mature β-cell function. It also plays a critical role in glucose metabolism and energy homeostasis [146]. β-cell-specific inactivation of β-catenin results in reduced β-cell mass and proliferation, as well as glucose intolerance. Both residential macrophages and T-cells are identified in the pancreas, and they are found to play critical roles in islet development and normal function [147,148,149]. We have also demonstrated that transient recruitment of T-helper 2 (Th2) lymphocytes and macrophages in IUGR fetal islets results in localized inflammation and leads to the development of T2D in adulthood [6]. Pancreatic islets are innervated, which is important for regulating islet hormone secretion and glucose metabolism [48]. Reduced islet innervation is associated with glucose intolerance and islet dysfunction in type 2 diabetes [49].

Interestingly, IUGR induced alteration of H3K4me3 and H3K27me3 modifications at many transcription factor binding motifs. These transcription factors were also identified as critical upstream regulators in our transcriptome study [9], and are known to play important roles in maintaining normal β-cell and islet function, such as the ETS family, Sox family, C/EBPs, Bcl6, Ebf1, Mitf, Nanog, Tcf, and Thrb. Several transcription factors without clearly understood function in islets, including Foxl2, Nkx2.5, and Pax7, were identified in both ChIP-seq and our transcriptome datasets. Foxl2 is required for ovary development and function, as well as somatic testis determination [150]. Foxl2 also regulates the expression of the steroidogenic acute regulatory (*StAR*) gene, which mediates the transport of cholesterol across the mitochondrial membrane and controls steroidogenesis [151]. Nkx2.5 is critical for cardiac development [152]. It also regulates the expression of fibroblast growth factor 16 (*Fgf16*), a growth factor for embryonic brown adipocytes [153,154]. Pax7 is important in neural crest development and gastrulation, and regulates the expression of neural crest markers, including Sox9 and Sox10 [155]. Pax7 also plays a role in skeletal muscle myogenesis [156]. The function of these transcription factors in islets is still unknown. The impact of their changes on islet function and IUGR phenotypes remains to be further investigated.

Interestingly, only six genes, *Trpm5, Tfam, Mcf2l, Slc28a2, Tnf*, and *Mpz* that had differential expression in IUGR versus control islets had changes in all three histone modifications. 

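At 10 weeks, all 3 marks were higher in IUGR islets at 103 genes and lower at 58, which together make 161 genes with the same direction in every mark. At 2 weeks the same direction was seen at 63 genes, 51 of them higher and 12 lower. These counts cover every gene with the 3 marks changed within 5 kb of the TSS, whether or not its expression changed. Which of them were differentially expressed was not analysed here.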

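Pairs of marks were compared across the genes where both had changed within 5 kb of the TSS. At 10 weeks, H3K4me3 and H3K27Ac went the same way at 69.4% of 3470 genes, against 58.0% expected if their directions were unrelated (odds ratio 5.35, two-sided Fisher's exact test, p = 3.80e-72, adjusted p = 2.28e-71; Spearman's rho 0.275). H3K4me3 and H3K27me3 went the same way at 56.9% of 1878 genes, against 53.9% expected (odds ratio 1.36, p = 0.00342, adjusted p = 0.00513; rho -0.03). With regions within 1 kb only, this relation was reversed (odds ratio 0.517, Fisher's p = 0.00179, 656 genes). H3K27Ac and H3K27me3 went the same way at 56.0% of 595 genes, against 50.7% expected (odds ratio 1.55, p = 0.00998, adjusted p = 0.00998; rho 0.114). Within 1 kb, that relation was no longer past 0.05 (Fisher's p = 0.203). At 2 weeks, the odds ratios were 3.17 for H3K4me3 with H3K27Ac (938 genes, p = 3.50e-13, adjusted p = 1.05e-12; rho 0.0856), 2.19 for H3K4me3 with H3K27me3 (316 genes, p = 0.00571, adjusted p = 0.00686; rho 0.257) and 1.98 for H3K27Ac with H3K27me3 (485 genes, p = 0.00182, adjusted p = 0.00365; rho 0.121). Within 1 kb, the last was 1.38 (Fisher's p = 0.413). Adjustment was over the 6 pairs of marks and ages. The tests run across genes, which are not independent replicates.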

The low number of genes with altered expression that correlated with changes in the enrichment of all three marks was unexpected and suggested that perhaps there is not a histone code in differentiated β-cells in vivo.

Bivalent genes play critical roles in embryonic stem cells and during development [98,99]. Lu et al. have shown that loss of H3K27me3 marks at poised/bivalent domains may contribute to β-cell de-differentiation, dysfunction, and diabetes [104]. Our ChIP-seq data revealed more than 1000 potential bivalent genes in islets, and many of their poised states were altered by IUGR. These included genes important for β-cell function, such as *Grpr, Pcsk9, Ang2, Grm7*, and *Nr0b2*. Interestingly, we identified six potential bivalent genes, *Acod1, Fgf21*, *Serpina11, Cdh16, Lrrc27*, and *Lrrc66*, whose alterations in bivalency and expression levels may contribute to IUGR phenotypes observed in adult islets. Although the roles of *Serpina11, Cdh16, Lrrc27*, and *Lrrc66* in regulating islet function remain unclear, *Acod1* is known to be important in modulating the immune system and mitochondrial function [116,117,118], and *Fgf21* can protect against type 2 diabetes in mice by increasing insulin expression and secretion [119,122]. However, whether these genes are truly bivalent will need to be determined. Furthermore, how their dysregulation contributes to β-cell dysfunction, islet phenotype, and development of T2D in IUGR animals remains to be clarified.

Although animal studies cannot completely translate to human research, animal models have a normal genetic background upon which environmental effects during gestation or early postnatal life can be tested in vivo for their role in inducing diabetes. However, our current study using a rat model to investigate IUGR-induced histone modification changes and their association with β-cell dysfunction has certain limitations. First, rat genome is not as well-annotated as human or mouse genomes, thus the genomic and epigenetic changes observed in rats may be difficult to apply to the human genome. Second, due to tissue or species specificity, some IUGR-induced epigenetic changes in rat islets may not be the same as changes in other tissues or in humans. For example, in a human study of IUGR placenta, H3K27Ac modifications are altered in genes comprising HIF-1-alpha pathway and transcription factor binding motifs for SP1, ARNT2, HEY2, and VDR [136]. These changes were not found in our rat IUGR islets. Despite these limitations, the β-cell development in the rats is very similar to what has been observed in the human, which makes it a useful animal model to study the molecular mechanisms for IUGR-induced diabetes.

## 5. Conclusions

Histone modifications are an important epigenetic mechanism modulating gene expression changes and the development of T2D. This study is the first genome-wide study of histone modification of the marks H3K4me3, H3K27me3, and H3K27Ac in rat islets. While serving as a valuable resource for elucidating chromatin landscapes in rat islets, we have demonstrated alterations of histone modifications in key transcription factor binding motifs and genes as a potential epigenetic mechanism contributing to long-term gene dysregulation and abnormal islet phenotypes in IUGR rats.

## Figures and Tables

**Figure 1:**
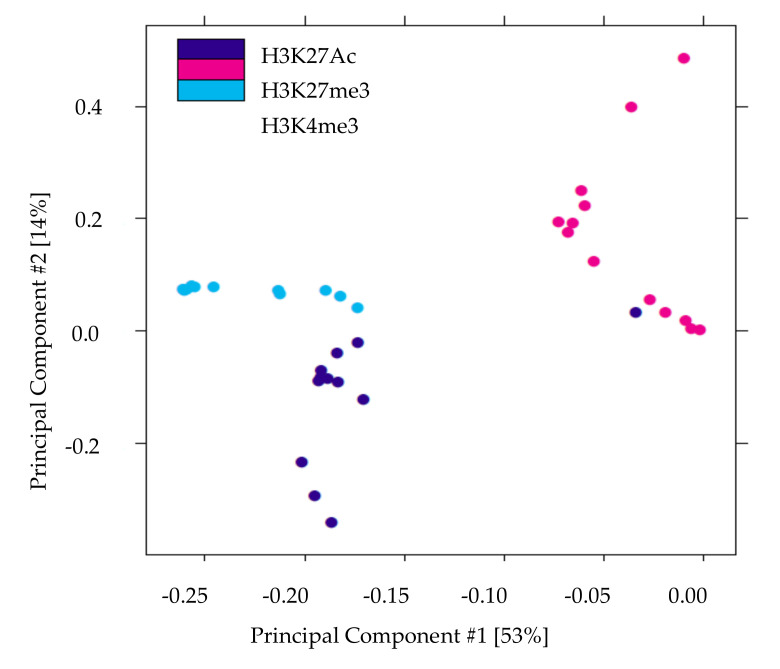
Principal components analysis of histone modifications in islets demonstrates that the three histone marks clearly separate. The X-axis (Comp1) represents 53% of the variability between samples and the Y-axis (Comp 2) represents 14% of the variability between samples.

**Figure 2:**
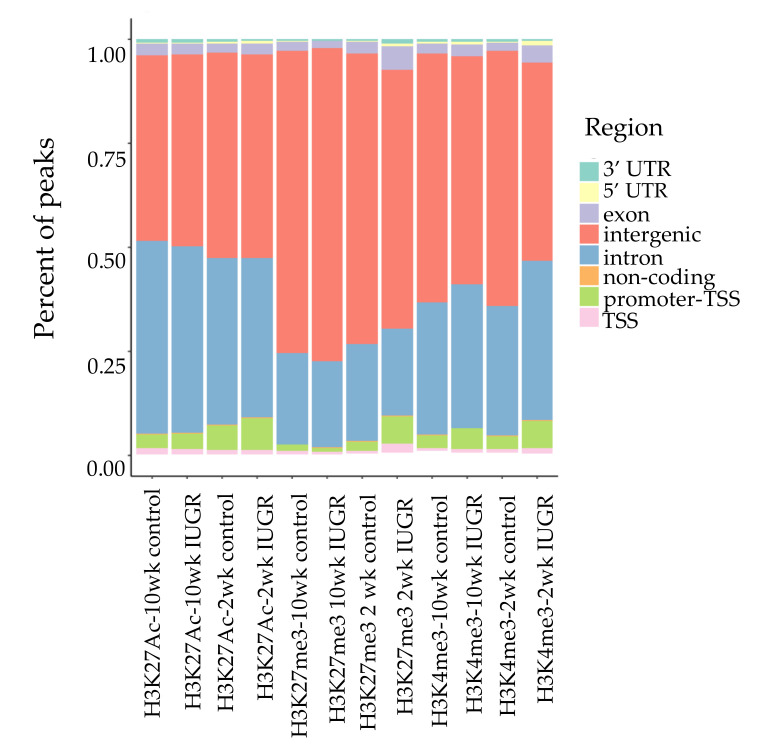
Genomic locations of histone modifications. Bars represent the location and proportion of each histone mark, TSS defined as 100 bp upstream to 1 kb downstream of TSS. Promoter-TSS is 1 kb upstream to 100 bp downstream of TSS. 5′ untranslated region (5 ‘UTR) starts at TTS and ends before the initiation codon. 3′ UTR starts immediately following termination codon. Non-coding regions are non-encoding protein sequences. Intergenic regions represent regions beyond the above defined regions.

**Figure 3:**
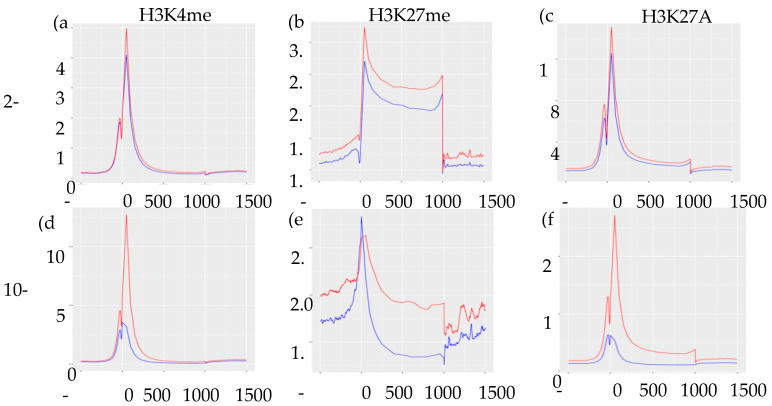
Transcription start site plots (TSS plots) of histone modifications showing the distribution and enrichment of each histone mark. (**a**–**c**) represents H3K4me3, H3K27me3, and H3K27Ac marks in 2-wk islets, respectively. (**d**–**f**) represents H3K4me3, H3K27me3, and H3K27Ac mark in 10-wk islets, respectively. Peak input/enrichment shown on vertical axes and position base-pair shown on horizontal axes. Red lines indicate control islets and blue lines indicate IUGR islets.

**Figure 4:**
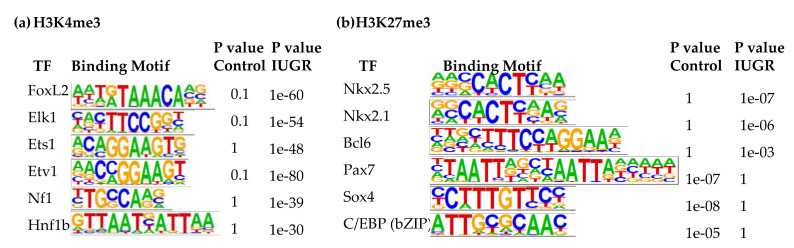
Transcription factor binding motifs enriched in islets at 2 weeks of age. (**a**) H3K4me3; (**b**) H3K27me3.

**Figure 5:**
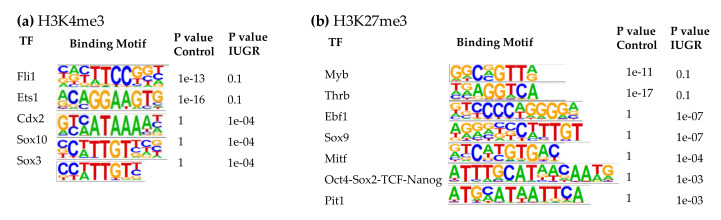
Transcription factor binding motifs enriched in islets at 10 weeks of age. (**a**) H3K4me3; (**b**) H3K27me3.

**Table 1:** The number of genes potentially regulated by histone modifications.

	*2-wk*			*10-wk*		
Histone Mark	Total Gene #	Up-Regulated Gene #	Down-Regulated Gene #	Total Gene #	Up-Regulated Gene #	Down-Regulated Gene #
**H3K4me3**	41	29	12	638	344	294
**H3K27me3**	61	23	38	357	24	333
**H3K27Ac**	148	52	96	401	29	372
**All 3 marks**	0	0	0	6	3	3

**Table 2:** Genes potentially regulated by all 3 marks.

Gene	Gene Name	H3K4me3 logFC	H3K27me3 logFC	H3K27Ac logFC	RNASeq logFC	RNASeq FDR
*Trpm5*	transient receptor potential cation channel, subfamily M, member 5	1.27	−0.78	0.96	0.8302	0.0215
*Tfam*	transcription factor A, mitochondrial	0.90	−0.95	1.10	0.5014	0.0148
*Mcf2l*	MCF.2 cell line derived transforming sequence-like	1.17	−1.06	1.19	0.4669	0.0500
*Slc28a2*	solute carrier family 28 member 2	−1.05	1.77	−0.75	−1.2177	0.0040
*Tnf*	tumor necrosis factor	−1.47	1.01	−0.95	−2.1019	0.0020
*Mpz*	myelin protein zero	−0.55	0.42	−0.56	−2.4936	0.0027

**Table 3:** Differentially expressed genes with persistent changes for H3K27Ac histone mark.

	2-wk Islets			10-wk Islets		
Genes	RNAseq logFC	RNAseq FDR	H3K27Ac logFC	RNAseq logFC	RNAseq FDR	H3K27Ac logFC
*Bcat2*	−1.08	1.30 × 10^−2^	−0.98	−1.37	1.74 × 10^−4^	−0.88
*Bhlha15*	−2.12	8.77 × 10^−5^	−0.66	−1.42	5.75 × 10^−3^	−0.48
*Cyp2t1*	−0.99	1.14 × 10^−2^	−0.63	−0.78	3.54 × 10^−2^	−0.56
*Dram1*	−1.42	1.41 × 10^−3^	−0.12	−1.92	5.29 × 10^−7^	−0.76
*Foxa3*	−0.98	3.16 × 10^−2^	−0.67	−0.92	2.37 × 10^−2^	−0.47
*Gpt2*	−1.39	2.83 × 10^−4^	−0.59	−0.91	1.67 × 10^−2^	−0.77
*Mast3*	−1.10	2.69 × 10^−4^	−0.56	−0.83	4.53 × 10^−3^	−0.77
*Ppard*	−1.36	5.15 × 10^−5^	−0.06	−1.97	7.32 × 10^−11^	−0.74
*Pycr1*	−1.85	1.82 × 10^−4^	−0.87	−1.18	2.05 × 10^−2^	−0.82
*Reep5*	−0.92	4.49 × 10^−2^	−0.41	−1.48	2.62 × 10^−5^	−0.47
*Tex49*	−2.10	3.54 × 10^−3^	−0.33	−1.93	2.48 × 10^−2^	−1.35
*Rnh1*	−1.15	1.39 × 10^−2^	−0.28	−1.97	1.32 × 10^−7^	−0.56
*Rnpepl1*	−1.03	1.17 × 10^−3^	−0.64	−1.37	9.37 × 10^−7^	−0.48
*Sel1l*	−1.61	3.84 × 10^−3^	−0.38	−1.86	9.29 × 10^−5^	−0.95
*Sfxn2*	−1.42	2.34 × 10^−3^	−0.51	−0.97	3.91 × 10^−2^	−0.90
*Tnip2*	−0.61	3.89 × 10^−2^	−0.55	−0.59	2.96 × 10^−2^	−0.59
*Tst*	−1.26	1.41 × 10^−2^	−0.14	−3.13	9.28 × 10^−14^	−0.54
*Ulk1*	−1.03	2.87 × 10^−5^	−0.41	−0.70	4.26 × 10^−3^	−0.66
*Wdtc1*	−0.92	2.98 × 10^−3^	−1.01	−0.90	1.26 × 10^−3^	−0.51
*Xbp1*	−1.14	1.64 × 10^−2^	−0.56	−1.16	4.90 × 10^−3^	−0.84

**Table 4:** Top IPA pathways potentially regulated by histone modifications and disrupted in 10-wk IUGR islets.

Histone Mark	Ingenuity Canonical Pathways	*p*-Value
H3K4me3	Type II Diabetes Mellitus signaling	1.32 × 10^−4^
	antiproliferative role of TOB in T- cell signaling	7.24 × 10^−4^
	Tight junction signaling	1.00 × 10^−3^
	RAR activation	1.12 × 10^−3^
	PI3K signaling in B lymphocytes	1.23 × 10^−3^
	Factors promoting cardiogenesis in vertebrates	1.23 × 10^−3^
	BMP signaling pathway	1.41 × 10^−3^
	Neurotrophin/TRK signaling	1.51 × 10^−3^
	PPAR signaling	1.55 × 10^−3^
H3K27me3	Cellular stress and injury	2.24 × 10^−7^
	Hepatic fibrosis / hepatic stellate cell activation	1.41 × 10^−6^
	cAMP-mediated signaling	1.32 × 10^−5^
	Macrophage function	2.95 × 10^−5^
	Mitochondrial function / Autophagy	3.55 × 10^−5^
	Citrulline-nitric oxide cycle	3.63 × 10^−5^
	Wnt/β-catenin signaling	8.13 × 10^−5^
	Axonal guidance signaling	9.12 × 10^−5^
	eNOS signaling	3.63 × 10^−4^
H3K27Ac	Polyamine regulation	1.78 × 10^−6^
	Cell migration signaling	1.02 × 10^−5^
	Production of nitric oxide and reactive oxygen species in Macrophages	1.05 × 10^−5^
	IL-9 signaling	1.35 × 10^−5^
	PDGF signaling	3.24 × 10^−5^
	PPAR signaling	4.90 × 10^−5^
	Unfolded protein response	5.13 × 10^−5^
	ERK/MAPK signaling	6.46 × 10^−5^
	Phospholipase C signaling	1.12 × 10^−4^

**Table 5:** Transcription factor binding motifs with persistent histone modification changes.

H3K4me3					
Motif Name	Consensus	2w_IUGR *p*-Value	2w_Ctrl *p*-Value	10w_IUGR *p*-Value	10w_Ctrl *p*-Value
ELF3	ANCAGGAAGT	1.00 × 10^−43^	0.1	1.00 × 10^−9^	1
ELF5	ACVAGGAAGT	1.00 × 10^−34^	0.1	1.00 × 10^−7^	1
ERG	ACAGGAAGTG	1.00 × 10^−71^	0.1	1.00 × 10^−8^	1
ETS1	ACAGGAAGTG	1.00 × 10^−48^	1	1.00 × 10^−16^	0.1
ETV1	AACCGGAAGT	1.00 × 10^−80^	0.1	1.00 × 10^−11^	1
ETV2	NNAYTTCCTGHN	1.00 × 10^−62^	1	1.00 × 10^−9^	0.1
EWS:ERG	ATTTCCTGTN	1.00 × 10^−69^	0.1	1.00 × 10^−8^	1
GABPA	RACCGGAAGT	1.00 × 10^−58^	0.1	1.00 × 10^−8^	0.1
SMAD4	VBSYGTCTGG	1.00 × 10^−24^	1	1.00 × 10^−6^	1
**H3K27me3**					
**Motif name**	**Consensus**	**2w_IUGR** ***p*-Value**	**2w_Ctrl** ***p*-Value**	**10w_IUGR** ***p*-Value**	**10w_Ctrl** ***p*-Value**
MEIS1	VGCTGWCAVB	1	1.00 × 10^−4^	1	1.00 × 10^−17^
PR	VAGRACAKNCTGTBC	0.1	1.00 × 10^−11^	1	1.00 × 10^−20^
OLIG2	RCCATMTGTT	1	1.00 × 10^−5^	0.1	1.00 × 10^−10^

**Table 6:** Critical upstream regulators identified in transcriptome datasets.

2-wk			
Upstream Regulator	Activation z-Score	*p*-Value	Target Gene Number
FOXL2	2.06	7.02 × 10^−3^	7
ELK1	0.74	1.77 × 10^−3^	7
ETS1	0.36	1.65 × 10^−2^	14
NKX2-5	−0.39	4.13 × 10^−2^	4
BCL6	−1.24	5.37 × 10^−3^	12
CEBPA	1.89	1.87 × 10^−7^	37
CEBPB	2.73	1.94 × 10^−7^	36
PAX7	1.14	8.16 × 10^−4^	9
SOX4	1.89	5.68 × 10^−4^	16
HNF1B	−1.63	5.26 × 10^−5^	14
**10-wk**			
**Upstream Regulator**	**Activation** **z-Score**	***p*-Value**	**Target Gene Number**
FLI1	0.45	5.42 × 10^−4^	14
CDX2	−0.84	1.29 × 10^−4^	26
SOX10	−0.84	1.80 × 10^−6^	13
EBF1	−1.23	1.09 × 10^−5^	30
SOX9	−0.43	3.72 × 10^−2^	11
MITF	−3.25	8.96 × 10^−4^	39
NANOG	−0.24	2.62 × 10^−3^	22
TCF	−2.00	9.48 × 10^−8^	27
THRB	0.42	2.38 × 10^−8^	47
ELF3	−2.07	5.52 × 10^−3^	8
ERG	−4.45	1.40 × 10^−10^	50

**Table 7:** Potential bivalent genes critical for long-term IUGR phenotype.

Gene	Gene Name	Bivalency			
		2-wk		10-wk	
		Control	IUGR	Control	IUGR
*Acod1*	aconitate decarboxylase 1	+	+	−	+
*Fgf21*	fibroblast growth factor 21	+	+	−	+
*Serpina11*	serpin family A member 11	+	+	−	+
*Cdh16*	cadherin 16	−	−	+	−
*Lrrc27*	leucine-rich repeat-containing 27	−	−	+	−
*Lrrc66*	leucine-rich repeat-containing 66	−	−	+	−

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/6/1435/s1, Figure S1: No direct association between levels of normalized gene expression and genomic location of histone marks. Figure S2: Genome browser snapshots showing examples of genes potentially regulated by all three histone modifications. Figure S3: Genome browser snapshots showing examples of potential bivalent genes. Table S1: Percentage of the distance from ChIP-Seq peak to the nearest Ttranscriptional start site. Table S2: Number of genes with histone mark alterations in IUGR islets. Table S3: Differentially expressed genes with consistent H3K4me3 histone mark changes. Table S4: Differentially expressed genes with consistent H3K27me3 histone mark changes. Table S5: Differentially expressed genes with consistent H3K27Ac histone mark changes. Table S6: Top binding motifs in the regions enriched with H3K4me3 mark changes. Table S7: Top binding motifs in the regions enriched with H3K27Ac mark. Table S8: Top binding motifs in the regions enriched with H3K27me3 mark. Table S9: Poised state of potential bivalent genes altered in IUGR islets.

# Supplementary material for: Altered Transcription Factor Binding and Gene Bivalency in Islets of Intrauterine Growth Retarded Rats
**Source:** Cells. 2020 Jun 9;9(6):1435. doi: 10.3390/cells9061435
**Supplement:** Supplementary file 1

**Supplemental Table S1 Percentage of the Distance from ChIP-Seq Peak to the Nearest T**

## Transcriptional Start Site

### >100 kbp (%)

36.82

19.19

35.21

26.48

29.90

22.87

34.94

39.81

22.47

18.60

20.36

21.25

**Supplemental Table S2 Number of Genes with Histone Mark Alterations in IUGR Islets**

**Supplemental Table S3 Differentially Expressed Genes with Consistent H3K4me3 Histone Mark Cl****2-wk Islets**

# 10-wk Islets

hanges

**Supplemental Table S4 Differentially Expressed Genes with Consistent H3K27me3 Histone Mark Ch****2-wk Islets**

#### 10-wk Islets

anges

**Supplemental Table S5 Differentially Expressed Genes with Consistent H3K27Ac Histone Mark Ch**

**2-wk Islets**

#### 10-wk Islets

# Supplemental Figure S1. No direct association between levels of normalized gene expression and genomic location of histone marks

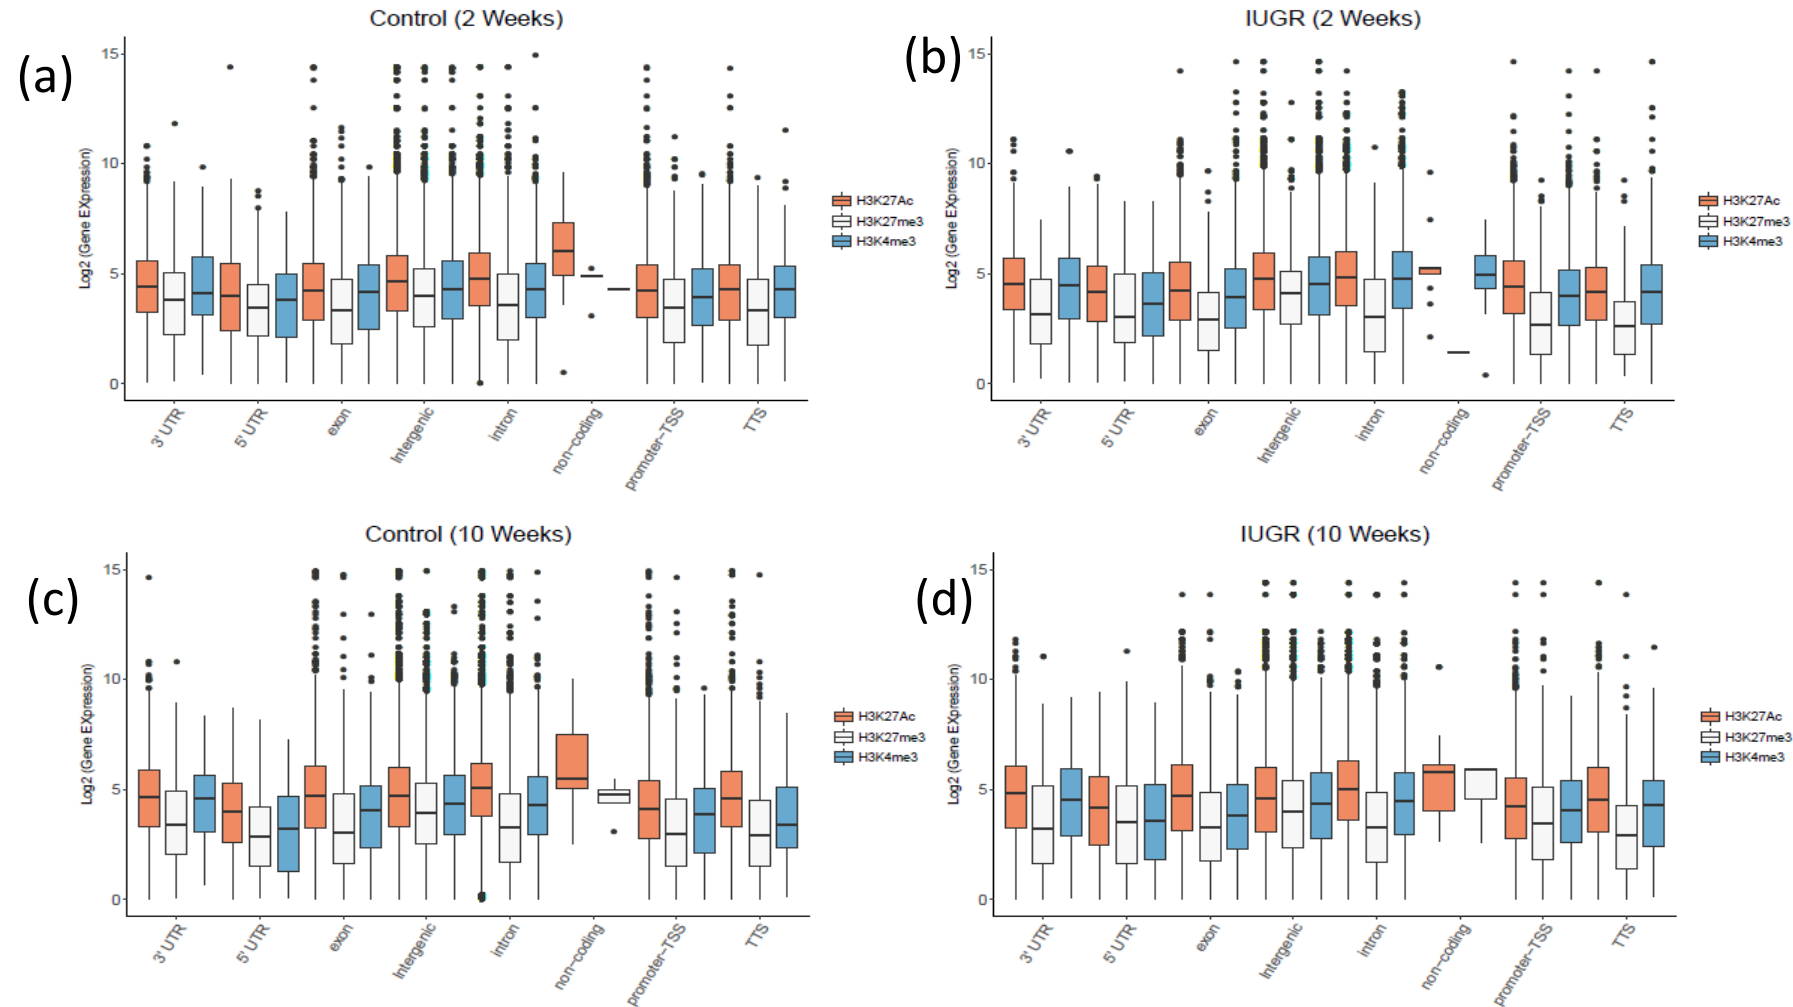

**Supplemental Figure S1:** No direct association between levels of normalized gene expression and genomic location of histone marks.

(a) and (b) represent normalized gene expression for histone marks at different genomic locations in 2-wk control and IUGR islets, respectively. (c) and (d) represent normalized gene expression for histone marks at different genomic locations in 10-wk control and IUGR islets, respectively. Red bars represent H3K27Ac, white bars represent H3K27me3, and blue bars represent H3K4me3.

Supplemental Figure S2 Genome browser snapshots for examples of genes potentially regulated by all three histone modifications

(a) Tfam

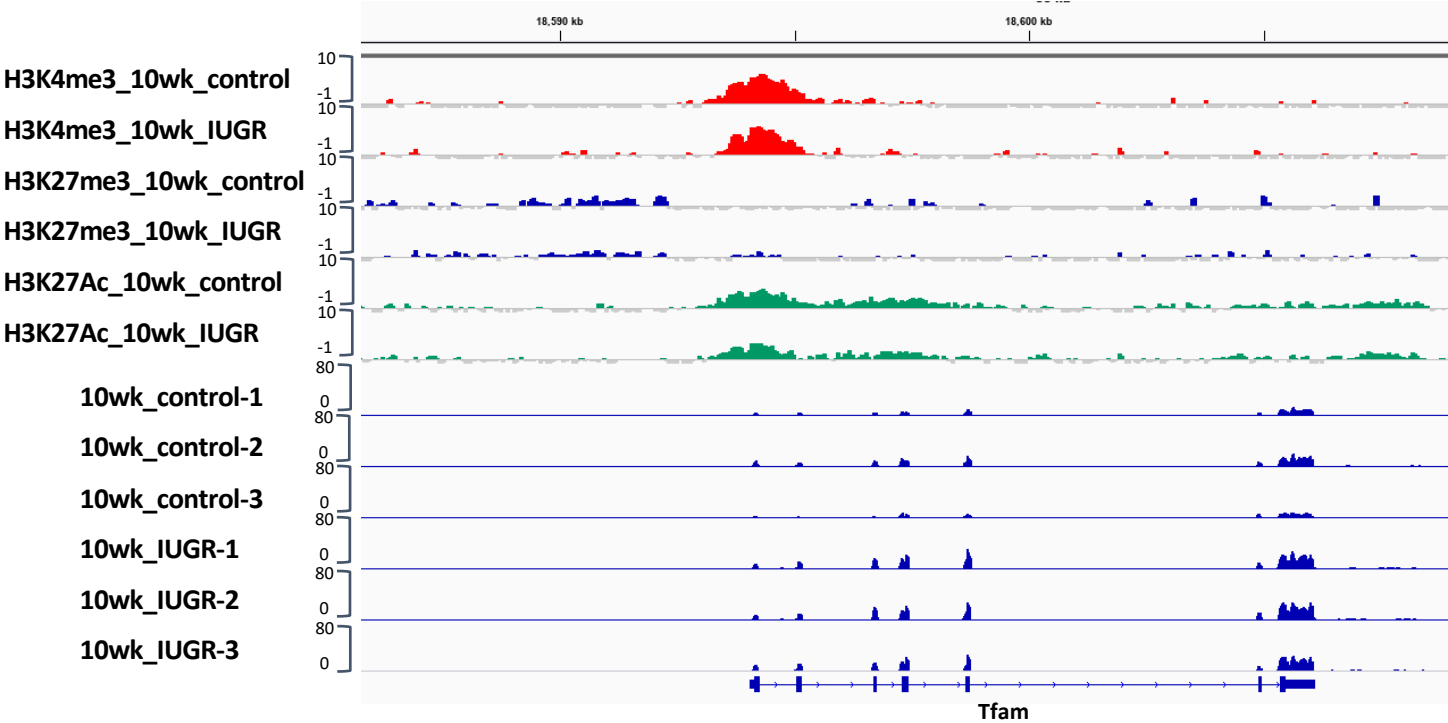

**Supplemental Figure S2:** Genome browser snapshots showing examples of genes potentially regulated by all 3 histone modifications. (a) Tfam gene and its vicinity region. Red color represents ChIP-seq track for H3K4me3 mark. Blue color represents ChIP-seq track for H3K27me3 mark. Green color represents ChIP-seq track for H3K27Ac mark. The level of gene expression is shown in the bottom with RNA-seq track.

Supplemental Figure S2 Genome browser snapshots for examples of genes potentially regulated by all three histone modifications

(b) Mcf2l

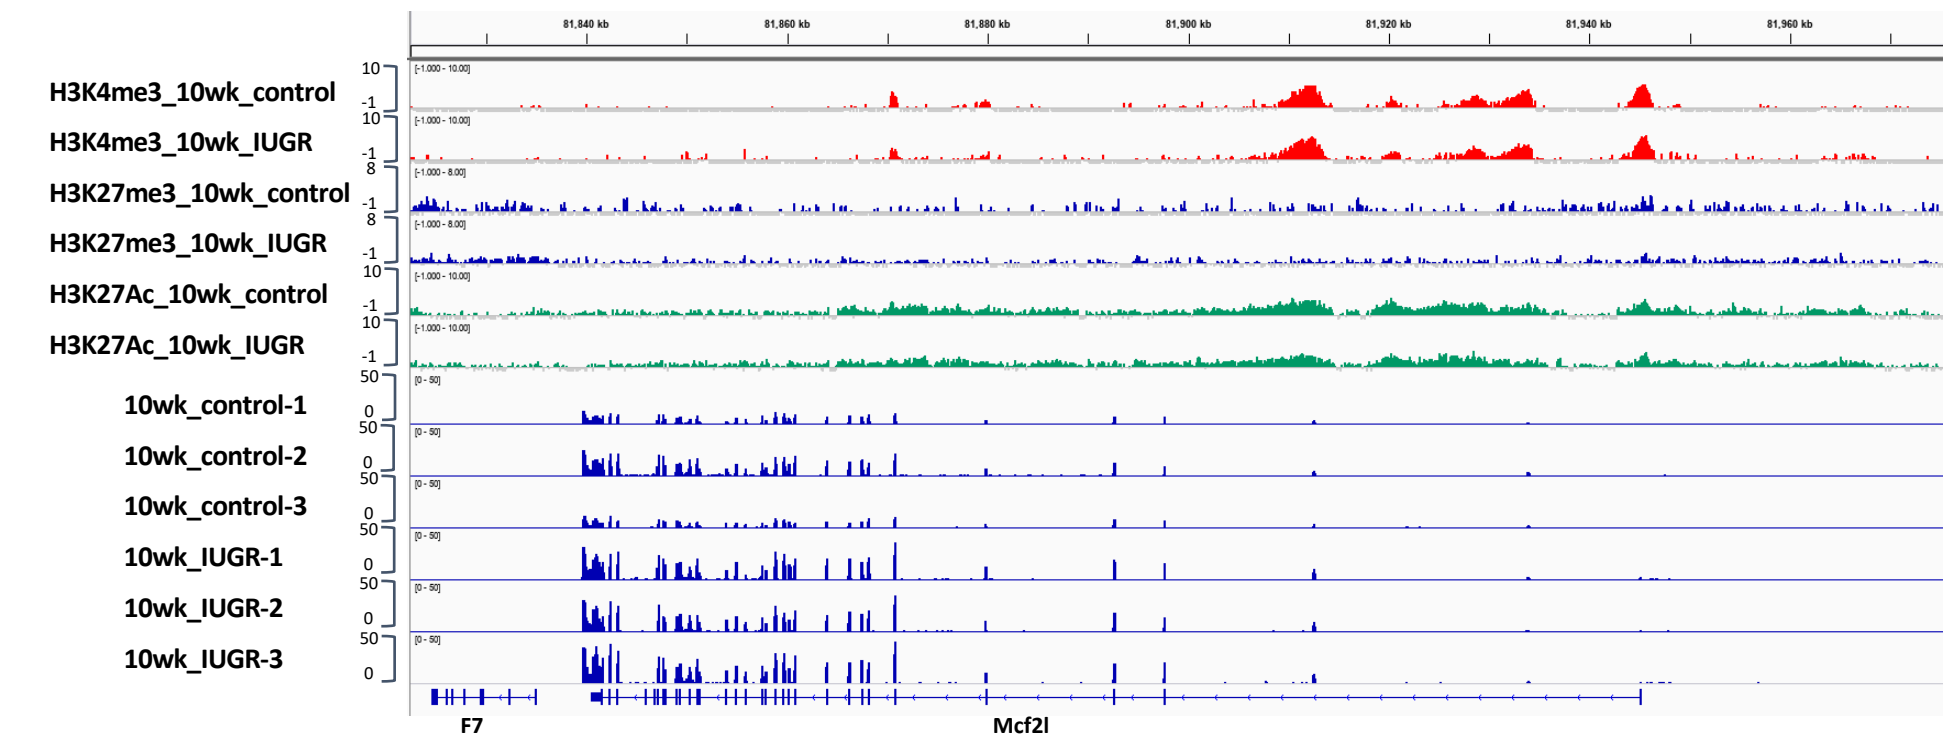

**Supplemental Figure S2:** Genome browser snapshots showing examples of genes potentially regulated by all 3 histone modifications. (b) Mcf2l gene and its vicinity region. Red color represents ChIP-seq track for H3K4me3 mark. Blue color represents ChIP-seq track for H3K27me3 mark. Green color represents ChIP-seq track for H3K27Ac mark. The level of gene expression is shown in the bottom with RNA-seq track.

Supplemental Figure S2 Genome browser snapshots for examples of genes potentially regulated by all three histone modifications

(c) Slc28a2

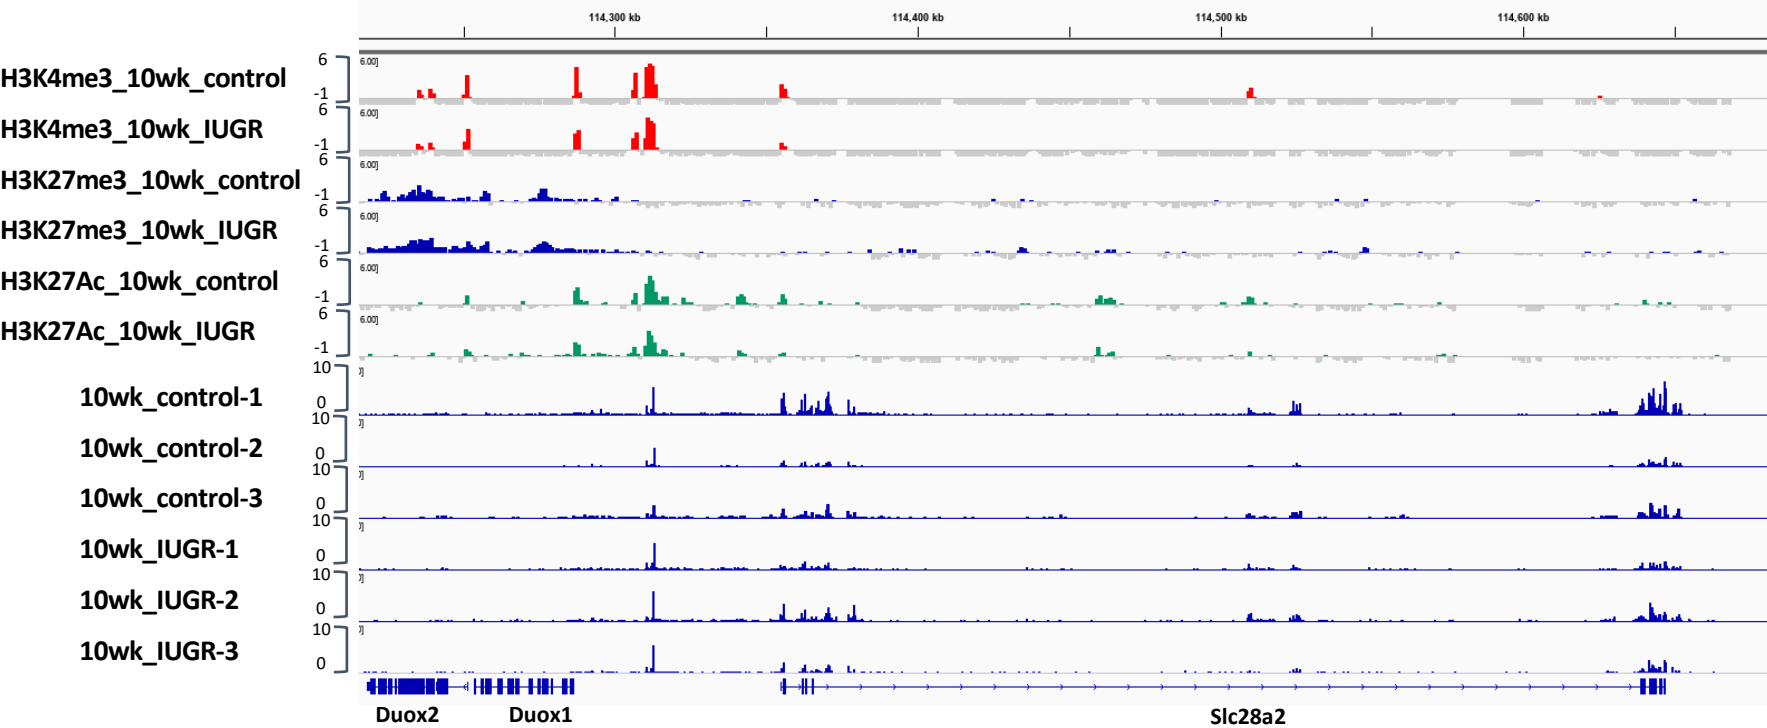

**Supplemental Figure S2:** Genome browser snapshots showing examples of genes potentially regulated by all 3 histone modifications. (c) Slc28a2 genes and its vicinity region. Red color represents ChIP-seq track for H3K4me3 mark. Blue color represents ChIP-seq track for H3K27me3 mark. Green color represents ChIP-seq track for H3K27Ac mark. The level of gene expression is shown in the bottom with RNA-seq track.

## Supplemental Figure S3 Genome browser snapshots for examples of potential bivalent genes

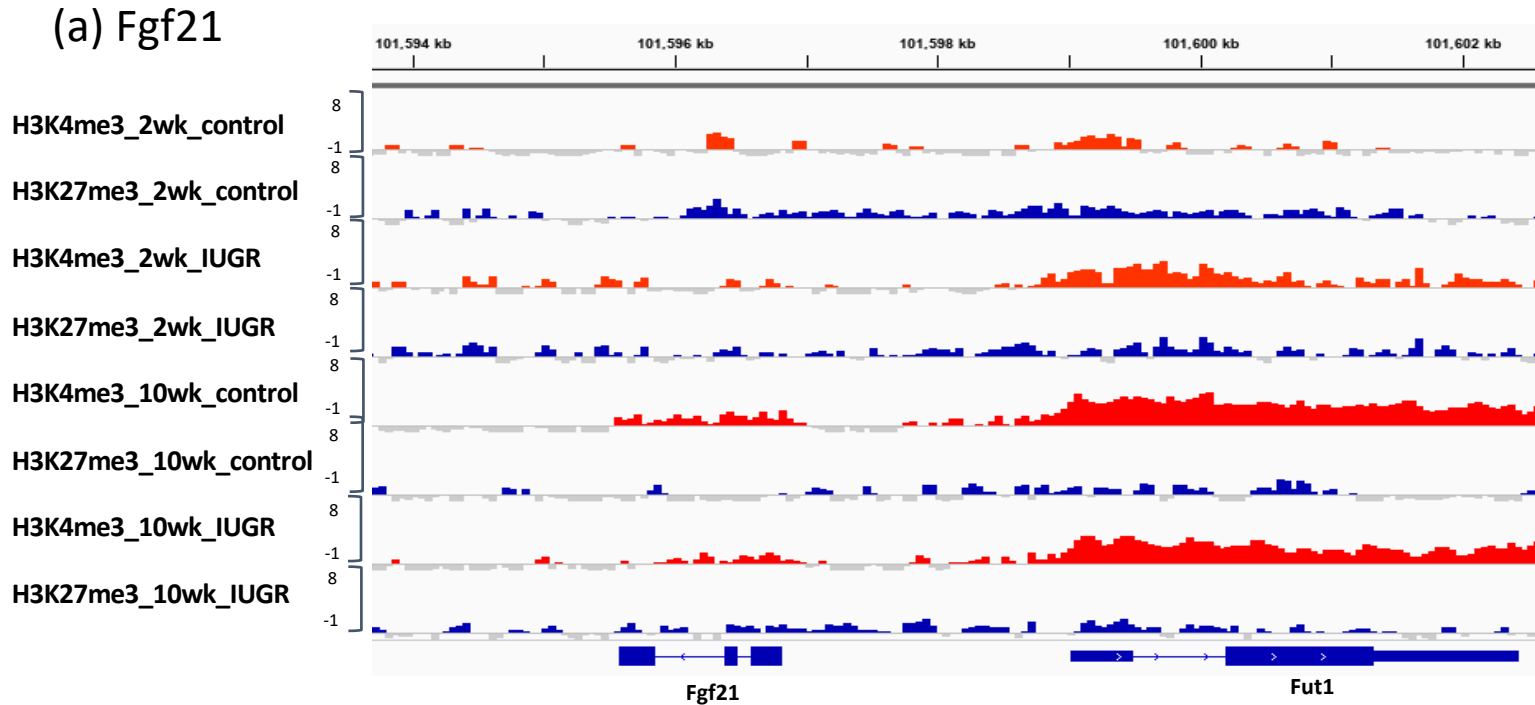

**Supplemental Figure S3:** Genome browser snapshots showing examples of potential bivalent genes. (a) Fgf21 gene and its vicinity region. Red color represents ChIP-seq track for H3K4me3 mark. Blue color represents ChIP-seq track for H3K27me3 mark.

## Supplemental Figure S3 Genome browser snapshots for examples of potential bivalent genes

### (b) Acod1

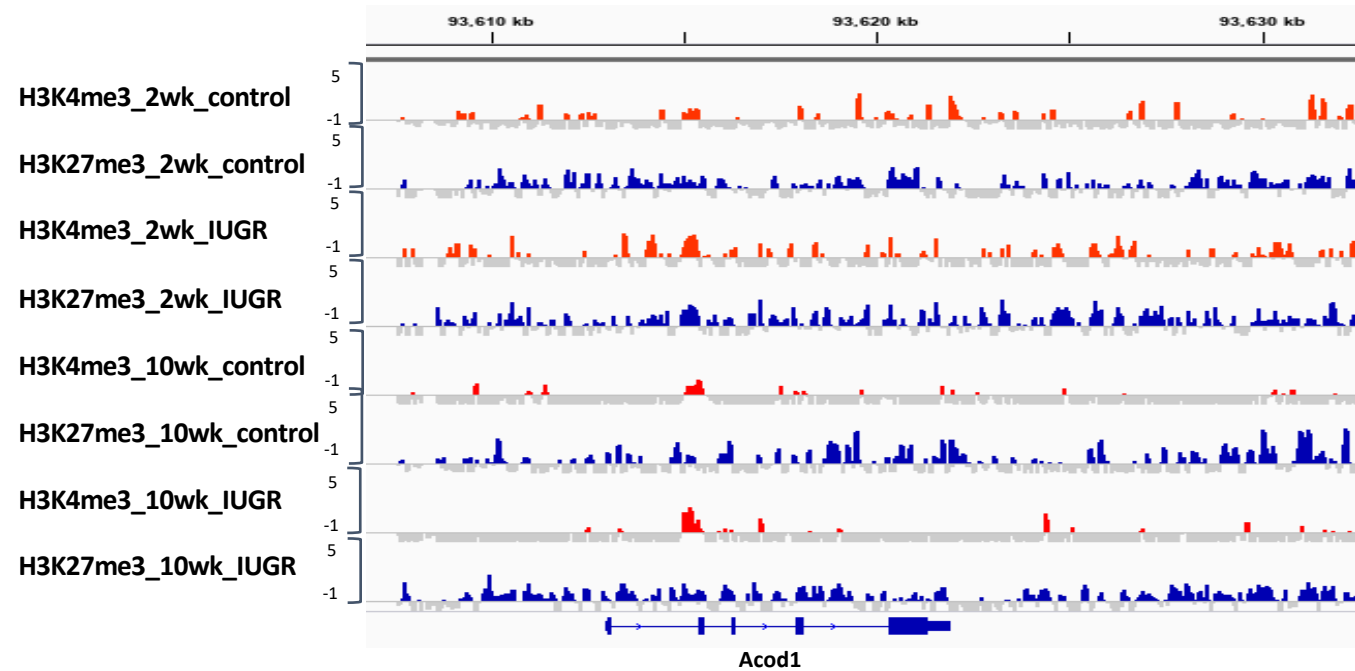

**Supplemental Figure S3:** Genome browser snapshots showing examples of potential bivalent genes. (b) *Acod1* gene and its vicinity region. Red color represents ChIP-seq track for H3K4me3 mark. Blue color represents ChIP-seq track for H3K27me3 mark.

How the deposited data were processed for this re-analysis (not part of the article)

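The measurements are ChIP-Seq of H3K4me3, H3K27me3 and H3K27Ac in islets of IUGR and control rats at 2 and 10 weeks of age, in 34 ChIP libraries and 27 input libraries. Groups were taken from the sample labels. Each group has 3 ChIP libraries, except H3K4me3 in 2-wk control islets and H3K27me3 in 2-wk IUGR islets with 2 each.

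According to the paper's methods, the authors trimmed adapters with Trimmomatic, mapped reads to rn6 with STAR at default settings, removed unmapped, multi-mapped and mitochondrial reads with samtools, called enriched sites with MACS2, and called differential enrichment between groups with diffReps. The authors' deposited table holds, for 17411 genes and 6 comparisons of IUGR with control islets, the log2 fold change of the differential region nearest to the TSS on either side, with the start of the region and its distance to the TSS. It has 2 rows per gene. Where a region covers the TSS, no other region is listed for that mark and age at the genes named here. Log2 fold changes are given to 2 decimals, positive when the mark is higher in IUGR islets. The methods do not state how diffReps scaled the libraries, whether it used the input libraries, or its window, test and cut-off. The table holds no value per library, count or p-value. Depth per library is therefore unknown, no replicate spread can be computed, and no test between IUGR and control libraries was made.

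The table was read with Python 3.11.15 and pandas 2.3.3. Numbers were computed with NumPy 2.4.6 and SciPy 1.17.1, P-values were adjusted with statsmodels 0.14.6 or SciPy, and figures drawn with Matplotlib 3.10.9. Gene names were compared with a RefSeq gene table of another rat assembly, used for names only, in which 15097 genes matched a symbol and 1929 a synonym. The TSS of a gene was derived from the start of the region at higher coordinates and its distance, and the end of a region from its distance to a TSS, wherever these gave an end. A gene counted as changed in a mark when a listed region lay within 5000 bp of its TSS, and the mean over these regions was its value. Genes with a mean of 0 have no direction. Regions with an undefined log2 fold change, 56 in the H3K4me3 comparison at 2 weeks and 0 in the others, kept their sign.

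The main results are the number of changed genes, the share higher in IUGR islets with an exact 95% binomial interval, the location of regions, and the values of named genes. Directions of pairs of marks, and of each mark at both ages, were compared with Fisher's exact test across genes, two-sided, and Spearman's rho. Genes changed in all 3 marks were compared with 10000 shuffles of the directions over these genes, each mark shuffled on its own (seed 7, one-sided). P-values were adjusted by the Benjamini-Hochberg method within each family of tests. Lists of genes typical of acinar, ductal, endocrine, endothelial, immune, mesenchymal, and neural or glial cells were compared with 10000 random lists of the same size from the genes changed in the same comparison. Values printed in the paper were taken as equal when they differed by less than 0.011 on the log2 scale.

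The genes named are taken from Tables 2, 3 and 7 and the text on bivalency, some of which were left out of the text afterwards for reasons other than their values, and for each mark and age the 2 genes with the largest increase and the 2 with the largest decrease of the mean, genes without an official symbol or with an undefined mean skipped. This rule, the gene lists, the main tests and the alternatives were fixed before the data were examined, but the values in the paper's tables had been seen. Genes of the machinery of every cell, olfactory receptor genes, and the division of regions by distance in 6 classes were chosen after the results were seen.

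Alternatives were regions within 1 kb of the TSS, regions at any distance, changes of at least 0.5 and at least 1 on the log2 scale, the region with the largest change in place of the mean, regions in place of genes, and leaving out genes whose regions of a mark go both ways. The tests were tested on simulated data in 200 draws. With unrelated directions in the 3477 genes with both H3K4me3 and H3K27Ac changed at 10 weeks (3470 of which have a direction in both), Fisher's p was under 0.05 in 6.00% of draws, and with unrelated directions in 437 genes the shuffles gave a p under 0.05 in 4.00%. The draws for the shuffles left all 3 marks unrelated, while H3K4me3 and H3K27Ac go together in the data. How often the shuffles err in that case was thus not tested. A planted agreement of 80% was recovered as 78.6%, and a planted share of 32% with the 3-mark pattern as 32.1%.

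Reads, input libraries, enriched peaks within a group, motifs, pathway results and RNA-Seq data were not analysed here.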

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

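The tests on distance to the TSS, on genes of every cell's machinery, on olfactory receptor genes, on the endocrine genes at 10 weeks and on undefined fold changes, and the exact McNemar test, were chosen only after the results were seen.

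H3K27me3 went the same way at both ages in 28.0% of the 601 genes changed at 2 and 10 weeks, against 37.5% expected from the shares at each age (odds ratio 0.278, two-sided Fisher's exact test across genes, p = 1.12e-09, adjusted p = 3.36e-09 over the 3 marks; Spearman's rho -0.10). It was lower in IUGR islets at 2 weeks and higher at 10 weeks in 368 genes, and the reverse in 65 (exact McNemar test, two-sided, p = 1.98e-52). This difference between the ages drew attention to it. Of the shared genes, 64 were higher at both ages and 104 lower at both. Among all 1482 genes changed at 2 weeks, 56.3% were higher in IUGR islets, so the shared genes are not typical of them. Genes are not independent replicates, and the libraries cannot be tested singly. Age goes together with sex composition (pooled sexes at 2 weeks, males at 10 weeks), and the 2-wk IUGR group has 2 libraries, so age, sex and library effects were not separated and no explanation was tested.

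H3K4me3 regions more than 20 kb from a TSS, whose direction of change the paper does not report, were higher in IUGR islets in 92.7% of cases at 2 weeks and in 86.3% at 10 weeks. Over a TSS the shares were 64.4% and 22.4% (odds ratios 0.141 and 0.0457; the first with two-sided Fisher's exact test across regions, p = 6.95e-40, adjusted p = 8.34e-40 over the 6 comparisons). For H3K27Ac, the odds ratios of regions over a TSS against those beyond 20 kb were 0.451 at 2 weeks (Fisher's p = 4.84e-40, adjusted p = 7.26e-40) and 0.131 at 10 weeks (p = 2.04e-95, adjusted p = 4.09e-95). Lower enrichment over background in the IUGR libraries may give such a pattern, since it lowers the mark where it is strong and raises it elsewhere. At 2 weeks, though, most regions over a TSS were higher (64.4% for H3K4me3 and 52.6% for H3K27Ac), which lower enrichment does not give by itself. Up to 1 kb from the TSS, 49.5% and 20.4% were higher. The test of lower enrichment used the changed genes among 213 genes of ribosomal proteins, proteasome, complex I, initiation factors and RNA polymerase II. Within 1 kb of the TSS, H3K27Ac was lower in IUGR islets in 89 of 89 machinery genes at 10 weeks and in 68 of 77 (88.3%) at 2 weeks, and H3K4me3 in 100 of 131 (76.3%) at 10 weeks. A majority was lower within 5 kb too. Other changed genes within 1 kb were lower in 90.4%, 61.3% and 66.0% of cases, so a majority among machinery genes was to be expected from these alone, above all for H3K27Ac at 10 weeks, and it weighs little by itself. The shares of machinery genes were higher than these (two-sided Fisher's exact test across genes, which are not independent replicates, p = 0.000269, 3.03e-07 and 0.0151, adjusted p = 0.000807, 1.82e-06 and 0.0227 over the 6 comparisons). For H3K4me3 at 2 weeks, the same test had 8 changed machinery genes within 1 kb, 5 of them lower (Fisher's p = 0.481, adjusted p = 0.578), too few to decide. Within 5 kb, 23 of 31 were higher. That does not count against lower enrichment, which would raise the mark at 1 to 5 kb too. Lower enrichment thus stays open in that comparison.

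Olfactory receptor genes, which the paper does not discuss, were higher in IUGR islets for H3K4me3 at 10 weeks in 39 of 40 genes with a region within 5 kb (35 distinct regions). For H3K27Ac they were higher in 10 of 12 genes at 10 weeks and in 23 of 23 at 2 weeks. Majorities were the same within 1 kb. Of all changed genes within 5 kb, 45.4%, 19.1% and 41.6% were higher in these comparisons. Regions beyond 20 kb were already higher in 86.3%, 59.3% and 71.1% of cases in them, so these counts largely restate the pattern at distant regions and do not decide on lower enrichment over background in the IUGR libraries. For H3K4me3 at 2 weeks, olfactory receptor genes were higher in 17 of 18, while its machinery genes decided nothing. For H3K27me3 at 2 weeks, regions over a TSS were less often higher than those beyond 20 kb (odds ratio 0.271, two-sided Fisher's exact test across regions, p = 9.01e-28, adjusted p = 9.01e-28 over the 6 comparisons), olfactory receptor genes were higher in 11 of 11, and machinery genes within 1 kb in 12 of 12 (Fisher's p against other changed genes 0.000633, adjusted p = 0.00127). The 10-wk odds ratio for H3K27me3 was 13.5, in the other direction. Whether lower enrichment gives these H3K27me3 values was not tested. A loss of the marks at active promoters throughout the genome would lower the machinery genes too. Without libraries' own values or a spike-in, these explanations cannot be told apart and stay open, as do effects of IUGR that differ between promoters and distant regions.

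Genes of the endocrine list were higher in H3K4me3 at 10 weeks in 17 of 23 cases within 5 kb. Of these 23 genes, 14 have their regions only at 1 to 5 kb, where 82.1% of all changed genes were higher and lower enrichment would raise the mark too. Within 1 kb, where it would lower the mark, 6 of 9 endocrine genes were higher, against 33.8% of all changed genes. These are too few to exclude lower enrichment, and the ductal (7 of 10), neural and glial (4 of 6), mesenchymal (3 of 4) and endothelial (3 of 3) lists were also mostly higher within 1 kb, while the immune (2 of 7) and acinar (0 of 4) lists were not. Lower enrichment therefore cannot be told apart from other causes for the endocrine genes.

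The H3K4me3 changes at 2 weeks were also larger than those of the other comparisons, with a median size of 2.81 on the log2 scale and 79.0% of regions at 2 or more, against 10.4% for H3K4me3 at 10 weeks. Few reads in the 2-wk control libraries at these regions are a candidate explanation. An undefined fold change was listed for 56 of 6789 regions here and for 0 in the other comparisons, as that explanation needs. Since the counts are not known and this group has 2 libraries, it cannot be told apart from a biological gain.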

How the results depend on the processing

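One alternative, leaving out regions with an undefined fold change, was chosen only after the result was seen: it gave 2185 genes for H3K4me3 at 2 weeks, in place of 2198. The tests under the other alternatives were planned. No paired analysis was possible because the deposited table has no values per library. A stricter adjusted p, the replicate block and leave-one-out were not run, since the table has no adjusted p and no values per library. Depth is unknown, so what it limits could not be assessed.

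With the region with the largest change in place of the mean, none of 192 values of named genes and gene lists changed sign, and 14 moved. The directions of the 6 comparisons moved by less than their intervals under it. The 9 odds ratios kept their direction and their side of 0.05 with the largest region, and also without genes whose regions go both ways and with changes of at least 0.5, where these were run. Other alternatives changed results as follows. Except where the construction shows it, the cause was not tested.

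Regions within 1 kb are fewer by construction, and left 1033 (H3K4me3, 2 weeks), 818 and 1924 (H3K27me3, 2 and 10 weeks) and 2776 genes (H3K27Ac, 10 weeks). The share higher in IUGR islets became 54.0% and 33.8% for H3K4me3 at 2 and 10 weeks, 76.8% for H3K27me3 at 10 weeks, and 38.1% and 9.33% for H3K27Ac at 2 and 10 weeks. The odds ratio of H3K4me3 with H3K27me3 at 10 weeks reversed to 0.517 (Fisher's p = 0.00179). Those of H3K27Ac with H3K27me3 were 1.38 at 2 weeks (Fisher's p = 0.413) and 1.63 at 10 weeks (p = 0.203), no longer past 0.05 with fewer genes tested. The 3-mark pattern was seen in 5 of 26 genes at 2 weeks, below the number expected in place of above it (permutation p = 0.696), and in 22 of 79 at 10 weeks (permutation p = 0.265).

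Without a limit on distance, nearly every gene has a region by construction: 17407 and 17409 genes for H3K4me3, 17402 and 17409 for H3K27me3, and 17401 and 17399 for H3K27Ac at 2 and 10 weeks. The shares higher in IUGR islets became 95.6%, 86.0% and 53.0% for H3K4me3 at 2 weeks and H3K27me3 at 2 and 10 weeks, and passed 50% in the other direction for H3K4me3 at 10 weeks (66.4%) and H3K27Ac at 2 and 10 weeks (67.5% and 52.2%). The 3-mark pattern at 2 weeks was seen in 1717 of 17288 genes, below the 1777 expected (permutation p = 0.989). The odds ratio of H3K4me3 between the ages was 1.02 (Fisher's p = 0.845).

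A minimum change leaves fewer genes by construction. At 0.5, 6141 genes were left for H3K4me3 at 10 weeks and 2074 for H3K27Ac at 2 weeks, and the shares higher were 84.8% for H3K4me3 at 2 weeks, 55.5% at 10 weeks (reversed), and 49.6% for H3K27Ac at 2 weeks. At 1, 2345 genes were left for H3K4me3 at 10 weeks, 643 for H3K27me3 at 2 weeks, and 251 and 1145 for H3K27Ac at 2 and 10 weeks. The shares at 1 were 99.7% and 84.9% for H3K4me3 (the second reversed), 88.8% and 75.1% for H3K27me3, and 89.2% and 30.3% for H3K27Ac (the first reversed) at 2 and 10 weeks.

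Counting regions in place of genes gave 47.4% for H3K4me3 at 10 weeks and 52.4% and 60.0% for H3K27me3 at 2 and 10 weeks. Counting pairs of a gene and a region, the percent within 1 kb of a TSS was 3.05 and 27.7 for H3K4me3, 2.41 and 5.88 for H3K27me3, and 11.4 and 8.71 for H3K27Ac at 2 and 10 weeks, lower since distant regions near several genes count again.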

Differences from the paper's values

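Of the tests here, the count without undefined fold changes and the shares by distance to the TSS were chosen only after the results were seen. The paper does not state how the values of Tables 2 and 3 summarise a gene's peaks. The deposited table gives at most 2 regions per gene, so an average over more regions cannot be rebuilt. Values were compared at a tolerance of 0.011. For H3K4me3 at 2 weeks the paper's count of changed genes in Table S2 is 2181 and the count here is 2198, and the other 5 counts are equal. Leaving out regions with an undefined fold change, chosen after seeing the values, gives 2185 and does not close this gap, and neither do the alternatives on distance and size of change set before the data were examined. The mean is undefined for 16 genes, and leaving out these genes would nearly close the gap. Whether the paper left them out is not known here. In Table 2, 15 values were compared, of which 11 were equal to the mean computed here and 15 had the same sign. In Table 3, 26 of 40 were equal and 39 had the same sign. For H3K4me3 at 10 weeks in Table S3, the mean here went against the listed direction in 109 of 622 genes and the paper's own average in 13. That mean, over at most 2 regions, was equal to the paper's average in 374. For H3K27me3 at 10 weeks in Table S4 it was the reverse, with 4 of 349 genes here and 23 in the paper's average. For H3K27Ac in Table S5, the mean here went against the listed direction in 4 genes at 2 weeks and 1 at 10 weeks. The paper's average did so in 0 at both ages.

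The alternative set before the data were examined is the region with the largest change in place of the mean. In Table 2 it closes none of the gaps. For H3K27me3 at Trpm5 the paper gives -0.78 and the value here is -0.88. For H3K4me3 the paper gives 0.90 at Tfam, 1.17 at Mcf2l and -1.47 at Tnf, and the means here are 0.84, 1.30 and -1.51 (2.00, 1.57 and -1.62 with the region of largest change). For H3K27me3 at Mcf2l the mean is equal to the paper's value and the region with the largest change, -1.16, is not.

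In Table 3, the alternative set before the data were examined closes the gap for H3K27Ac in 4 values. The paper gives -0.88 for Bcat2 at 10 weeks, -0.56 for Mast3 at 2 weeks, and -0.56 and -0.84 for Xbp1 at 2 and 10 weeks, each equal to the region with the largest change here, while the means are -0.83, -0.48, -0.41 and -0.71. It does not close the other gaps. At 2 weeks the paper gives -0.98 for Bcat2, -0.67 for Foxa3, -0.87 for Pycr1 and -0.14 for Tst, and the values here are -0.55, -0.50, -0.58 and 0.03, the last of opposite sign. At 10 weeks the paper gives -0.76 for Dram1, -0.77 for Gpt2, -0.77 for Mast3, -1.35 for Tex49, -0.90 for Sfxn2 and -0.54 for Tst, and the values here are -0.69, -0.66, -0.69, -0.87, -0.88 and -0.51.

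The paper's TSS plots are described as showing more H3K4me3 at the TSS in 2-wk control islets. Here, 70.8% of genes and 64.4% of differential regions over a TSS were higher in 2-wk IUGR islets. Closer to an even split were genes with a region within 1 kb, 54.0% of which were higher, and regions up to 1 kb from the TSS, at 49.5% with a median log2 fold change of -0.25. The paper also describes more H3K27me3 in 2-wk control islets, while 56.3% of genes here were higher in IUGR islets. By regions within 5 kb the share was 52.4%, over a TSS 54.9%, with an interval that includes an even split, and up to 1 kb from the TSS 48.1%. The plots show mean enrichment, a different measure from the share of differential regions. For H3K27Ac at 2 weeks, which the paper describes as higher in control islets, 52.6% of regions over a TSS were higher in IUGR islets, while 41.6% of genes were. The 10-wk shares of genes for the 3 marks went in the directions the paper states. For H3K4me3 at 10 weeks, though, 56.9% of regions up to 1 kb from the TSS were higher in IUGR islets, and so were 55.5% and 84.9% of genes with changes of at least 0.5 and at least 1.

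The paper describes few differentially enriched loci in promoters or at the TSS. Of the listed regions, the share within 1 kb of a TSS ran from 14.6% to 43.5% over the 6 comparisons. The table lists only regions nearest to a gene's TSS, so the share among all differential loci is not known here. With each pair of a gene and a region counted, an alternative set before the data were examined, the shares ran from 2.41% to 27.7%. By that count H3K4me3 and H3K27me3 at 2 weeks and H3K27me3 and H3K27Ac at 10 weeks (3.05%, 2.41%, 5.88% and 8.71%) lie within the limit that the paper states, and H3K4me3 at 10 weeks and H3K27Ac at 2 weeks do not.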

Other observations

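The tests on the share of endocrine cells at 2 weeks were chosen only after the result was seen, and those on acinar genes were planned. No gene stands in more than one of the cell type lists. How many genes of the other lists endocrine cells express, and the levels of the lists' most abundant genes, were not analysed here. A median is that of the changed genes of a list, and a percentile is its place among 10000 random lists. The random lists were not matched for distance to the TSS, on which direction depends. For H3K4me3 at 10 weeks, 9 of 12 endothelial and 10 of 14 mesenchymal genes have regions only at 1 to 5 kb. There 82.1% of all changed genes were higher, so such percentiles need not reflect the cell type.

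For H3K4me3 at 2 weeks, the changed genes higher in IUGR islets, median log2 fold change and percentile were 9 of 10, 2.13 and 36.1 for acinar genes, 4 of 4, 2.52 and 63.4 for ductal, 0 of 18, -0.60 and 0 for endocrine, 1 of 3, -0.35 and 15.8 for endothelial, 5 of 5, 2.11 and 36.3 for immune, 1 of 1, 3.69 and 92.9 for mesenchymal, and 3 of 8, -0.48 and 0.265 for neural and glial genes. At 10 weeks they were 4 of 9, -0.83 and 0.02 for acinar, 9 of 12, 0.80 and 97.1 for ductal, 17 of 23, 0.72 and 98.8 for endocrine, 12 of 12, 0.99 and 99.2 for endothelial, 3 of 13, -1.63 and 0 for immune, 13 of 14, 1.09 and 99.8 for mesenchymal, and 8 of 11, 0.97 and 98.7 for neural and glial genes.

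For H3K27me3, the same quantities at 2 weeks were 1 of 1, 1.17 and 79.2 for acinar genes, 0 of 3, -0.78 and 10.7 for endocrine, 0 of 4, -0.73 and 10.3 for endothelial, 0 of 1, -0.92 and 8.45 for immune, 0 of 2, -0.73 and 12.5 for mesenchymal, and 1 of 11, -0.82 and 0.325 for neural and glial genes, and no ductal gene had changed. At 10 weeks they were 0 of 5, -1.11 and 1.26 for acinar, 2 of 8, -0.85 and 4.47 for ductal, 16 of 19, 1.21 and 89.7 for endocrine, 9 of 11, 1.24 and 87.6 for endothelial, 5 of 10, 0.18 and 27.1 for immune, 7 of 11, 0.92 and 39.9 for mesenchymal, and 8 of 12, 0.80 and 37.4 for neural and glial genes.

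For H3K27Ac at 2 weeks they were 4 of 5, 0.72 and 97.3 for acinar, 5 of 6, 0.79 and 99.6 for ductal, 3 of 17, -0.51 and 0.435 for endocrine, 0 of 1, -0.35 and 35.9 for endothelial, 3 of 5, 0.77 and 98.1 for immune, 3 of 3, 0.72 and 94.1 for mesenchymal, and 0 of 6, -0.50 and 4.02 for neural and glial genes. At 10 weeks they were 2 of 5, -0.48 and 93.7 for acinar, 1 of 4, -0.69 and 65.4 for ductal, 1 of 3, -0.64 and 75.5 for endocrine, 1 of 4, -0.65 and 74.3 for endothelial, 1 of 5, -0.78 and 47.5 for immune, 2 of 3, 0.81 and 94.3 for mesenchymal, and 6 of 8, 0.77 and 99.4 for neural and glial genes.

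Fewer acinar cells in the IUGR preparations were tested as a candidate cause of the lower H3K27Ac. Acinar genes would then fall further than other genes. At 2 weeks 4 of 5 changed acinar genes were higher and their median lay above 97.3% of random lists, the opposite of that prediction. The rise was not specific to them. The ductal, immune and mesenchymal medians lay above 99.6%, 98.1% and 94.1% of random lists, while the endothelial and the neural and glial medians were negative. The endocrine genes fell, with a median at 2 weeks above 0.435% of random lists, which fewer acinar cells would not give either. With so few acinar genes changed, these values argue against fewer acinar cells at 2 weeks but do not exclude them. For H3K27Ac, 5 acinar genes had changed at each age. In 10-wk islets the marks disagree. The H3K27Ac median of the acinar genes was -0.48, against -0.77 for all changed genes, and lay above 93.7% of random lists. Acinar genes thus did not fall further in H3K27Ac, and the prediction was not met for this mark. Their H3K4me3 median lay above 0.02% of random lists, as fewer acinar cells would give. Since the marks disagree and 5 acinar genes are few, fewer acinar cells are not excluded at 10 weeks. IUGR, age and sex composition stay open and untested.

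A smaller share of endocrine cells in the 2-wk IUGR preparations is a candidate explanation for the lower H3K4me3 and H3K27Ac near endocrine genes. It would raise the genes of every other cell type alike. The neural and glial list had a median log2 fold change of -0.48 for H3K4me3, while the medians of the acinar, ductal, immune and mesenchymal lists were positive (those of the acinar and immune lists, at percentiles 36.1 and 36.3 of random lists, did not rise beyond other changed genes) and that of the endothelial list was negative, with 1 of 3 changed genes higher. For H3K27Ac the endothelial list (0 of 1 higher) and the neural and glial list (0 of 6 higher) did not rise either. The endothelial genes are too few to exclude a smaller share. Machinery genes within 1 kb were also lower in H3K27Ac at 2 weeks in 68 of 77 cases (88.3%, against 61.3% of other changed genes). The fall in H3K27Ac was thus not limited to endocrine genes. For H3K4me3 at 2 weeks, machinery genes were lower in 5 of 8 cases within 1 kb and in 8 of 31 within 5 kb. The neural and glial genes that were lower, Elavl4, Nefm, Stmn2, Snap25 and Ncam1, were looked up after their values were seen. Endocrine cells may express such genes, which was not tested, so a smaller share cannot be told apart from an effect of IUGR on endocrine cells.

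For H3K4me3, the direction was the same at both ages in 53.7% of 1689 genes, against 49.8% expected (odds ratio 1.46, two-sided Fisher's exact test across genes, p = 0.000520, adjusted p = 0.000520 over the 3 marks; Spearman's rho 0.129).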
